# Changes in DNA Methylation and mRNA Expression in Lung Tissue after Long-Term Supplementation with an Increased Dose of Cholecalciferol

**DOI:** 10.3390/ijms25010464

**Published:** 2023-12-29

**Authors:** Alicja Wierzbicka, Ewelina Semik-Gurgul, Małgorzata Świątkiewicz, Tomasz Szmatoła, Anna Steg, Maria Oczkowicz

**Keywords:** cholecalciferol, lungs, swine, mRNA, DNA methylation

## Abstract

Maintaining an appropriate concentration of vitamin D is essential for the proper functioning of the body, regardless of age. Nowadays, there are more and more indications that vitamin D supplementation at higher than standard doses may show protective and therapeutic effects. Our study identified differences in the body’s response to long-term supplementation with cholecalciferol at an increased dose. Two groups of pigs were used in the experiment. The first group received a standard dose of cholecalciferol (grower, 2000 IU/kg feed, and finisher, 1500 IU/kg feed), and the second group received an increased dose (grower, 3000 IU/kg feed, and finisher, 2500 IU/kg feed). After slaughter, lung samples were collected and used for RRBS and mRNA sequencing. Analysis of the methylation results showed that 2349 CpG sites had significantly altered methylation patterns and 1116 (47.51%) identified DMSs (Differentially Methylated Sites) were related to genes and their regulatory sites. The mRNA sequencing results showed a significant change in the expression of 195 genes. The integrated analysis identified eleven genes with DNA methylation and mRNA expression differences between the analyzed groups. The results of this study suggested that an increased vitamin D intake may be helpful for the prevention of lung cancer and pulmonary fibrosis. These actions may stem from the influence of vitamin D on the expression of genes associated with collagen production, such as *SHMT1*, *UGT1A6*, and *ITIH2*.The anti-cancer properties of vitamin D are also supported by changes in *KLHL3* and *TTPA* gene expression.

## 1. Introduction

Vitamin and mineral supplementation is becoming an increasingly integral part of both human and animal diets. Among the range of available agents, vitamin D is one of the most commonly recommended dietary supplements.

Vitamin D is unique because it can be synthesized by the body. However, skin contact with sun-emitted UV-B radiation (290–315 nm) is necessary for its synthesis. Moreover, several factors, including sex, skin color, and obesity, may influence the availability of this vitamin [1]. In humans, inadequate environmental conditions e.g., staying indoors, covering the skin, and using cosmetics with UV filters, are the main cause of vitamin D deficiencies. Similarly, in the case of animal husbandry, constant or seasonal habitation with no or only poor access to sunlight determines the need for vitamin D supplementation. Nowadays, vitamin D deficiencies are frequently diagnosed and cause multifaceted irregularities in the body. In humans, adequate vitamin D status in young individuals is one of the main elements determining their proper development and growth. Later in life, vitamin D continues to regulate the body’s calcium–phosphate balance; however, the significance of its action manifests itself evenly in other areas as well.

To date, many studies have investigated the effects of vitamin D on lung diseases of different etiologies such as pneumonia, chronic obstructive pulmonary disease, asthma, or COVID-19. However, reviews compiling this research have indicated ambiguous results [2,3,4]. A possible reason for these inconsistencies is the variety of doses and methods of vitamin D supplementation used in the experiments.

In farm animals, especially in pigs, lung diseases caused mainly by mycoplasma pneumonia infections and high ammonium concentrations in the air significantly impact the animals’ welfare and reduce breeders’ incomes. However, the maximal dose of vitamin D in pig nutrition is 2000 IU/kg, as recommended by the European Union (https://eur-lex.europa.eu/legal-content/EN/TXT/PDF/?uri=CELEX:32019R0849&rid=19, accessed on 1 May 2019). Therefore, similarly, in human nutrition, the question arises as to whether a higher dose should be used.

While the beneficial effects of vitamin D on the skeletal system are widely recognized, its effects on non-skeletal diseases are the subject to debate in the scientific community. Therefore, studies on changes caused by vitamin D supplementation at the molecular level, such as gene expression, proteins, and DNA methylation, can be important voices in this debate. Nevertheless, so far, there have been few studies describing the effect of vitamin D supplementation on gene expression in lungs on the scale of the whole transcriptome in vivo. It has been shown previously that maternal vitamin D deficiencies induce changes in 2233 transcripts in newborn rats’ lungs [5]. However, to our knowledge, the impact of the use of increased doses of vitamin D on the lung transcriptome or methylome in any model animal has not yet been investigated.

In recent years, the domestic pig has been increasingly used as a model animal in transcriptomic and epigenomic studies. Using the pig as a model may allow us to understand the changes at the molecular level that occur under the influence of vitamin D and assess its potential benefits on lung health. At the same time, this approach may contribute to the development of new recommendations in animal nutrition, contributing to improved health and well-being and reducing the amount of antibiotics used in animals on commercial farms.

The methodology used in this study enabled a bilateral analysis of supplementation-induced changes at both the epigenome and transcriptome levels. Our study—by combining changes in DNA methylation and gene expression in lung tissues—provides comprehensive knowledge on the effect of the increased long-term daily intake of chole-calciferol in healthy animals.

## 2. Results

### 2.1. Plasma Vitamin D Concentration

The average plasma 25(OH)D concentration in group 1 amounted to 39.67, and it was 63.96 ng/mL in group 2.

### 2.2. Methyl-Seq

The sequencing of RRBS libraries proceeded correctly for all 16 samples. The sequencing results are available in the Gene Expression Omnibus (GEO) database under access number GSE248607. The average number of raw reads per sample was 30.2 mln, and the average number of reads after filtering was 29.7 mln. The average number of uniquely mapped reads was 19.02 mln, which was an average of 64.16% for all the mapped reads. Detailed information on the individual samples is provided in Supplementary Table S1.

A total of 2349 CpG sides with statistically significant differences in methylation levels were identified. Of the DMSs (differentially methylated sites), 955 were hypomethylated (40.66%) and the remaining 1394 (59.34%) were hypermethylated. Most DMSs were identified on chromosomes 6 (*n* = 248) and 3 (*n* = 209). The smallest number of alterations were on the sex chromosomes (X, 45 and Y, 12) and chromosome 16 (*n* = 47). On all other chromosomes, the number of DMSs ranged from 70 to 158. A total of 1116 (47.51%) of the identified DMSs were related to genes and their regulatory sites (Supplementary Table S2), and 628 of these DMS were hypermethylated (56.27%) while 487 were hypomethylated (43.73%). Annotation of the DMSs according to the gene features revealed that most of the DMSs were in introns (47.17%) (*n* = 1108) and intergenic regions (34.40%) (*n* = 808). In contrast, the DMSs in the coding parts of the genes accounted for 5.24% (*n* = 123).

### 2.3. mRNA-Seq

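Lung RNA was sequenced from 4 pigs fed the standard dose of cholecalciferol and 5 pigs fed the increased dose, with 1 library per animal. The standard feed held 2000 IU of cholecalciferol per kg in the grower phase and 1500 IU per kg in the finisher phase. The increased-dose feed held 3000 and 2500 IU per kg, and both were given for 88 days. The libraries were made with QuantSeq 3′ mRNA-Seq FWD, which reads each transcript near its 3′ end, so that a count does not depend on the length of the transcript. The authors trimmed the reads with FLEXBAR 3.5.0 and mapped them to the pig genome Sscrofa11.1 with TopHat 2.1.1. They counted the reads of each gene with HTSeq-count 0.11.1 and the Ensembl 96 annotation, as the paper states it, and compared the groups with DESeq2. The values used here are the authors' normalized counts, which are reads divided by the DESeq2 size factor of the library. Of these values, 100.0% in every library were whole multiples, within 0.01 of a read, of the value of 1 read, so the reads themselves could be recovered. They came to 4253502 to 5411543 reads in genes per standard-dose library (median 4902377) and 4427608 to 5919294 per increased-dose library (median 4758594). The paper's Supplementary Table S3 gives 8940776 to 10645346 uniquely mapped reads per library, of which 40.0% to 56.6% are in the recovered reads. For the comparison of the doses, 1 was added to each normalized count, the sum was taken to log2, and limma with a mean-variance trend was fitted to the 12446 of 35670 genes with a mean normalized count over 20. The log2 fold changes of limma are differences of mean log2 values, increased dose minus standard dose, and not ratios of mean counts. The added 1 makes them too small for genes with few reads. All p-values are two-sided, and adjusted p-values are from the Benjamini-Hochberg method. The labels name no sequencing batch, so values within batches could not be given. Across genes, which are not independent replicates, standard dose replicate 9 had a median Spearman correlation of 0.751 with the other 8 libraries and standard dose replicate 41 of 0.831. The medians of the other 7 libraries lay between 0.912 and 0.933.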

Sequencing proceeded correctly for 9 of the 10 samples. One sample was rejected due to a significantly lower number of reads. The sequencing results are available in the GEO database under access number GSE242293. The average number of raw reads for the nine mRNA libraries was 11.3 million, with an average of 10 million uniquely mapped reads, constituting an average mapping rate of 88.3% for all the reads. Further details on the individual samples can be found in Supplementary Table S3.

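Genes of proteins that the liver secretes into plasma had lower mean counts in the lung libraries of the pigs on the increased dose. Which cells these counts came from was not tested. At the increased dose, mean log2(normalized count + 1) was 9.59 for hepatocyte markers and 10.7 for skeletal muscle markers. For the markers of type 2 pneumocytes, cells of the lung, it was 9.47. ALB encodes serum albumin and lies on chromosome 8 from 69531487 to 69721696 (ENSSSCG00000008948) of Sscrofa11.1, in the coordinates of the authors' annotation. Its normalized count was 43822 ± 34910.4 (SD, n = 4) at the standard dose and 15861 ± 4419.7 (SD, n = 5) at the increased dose. This is a log2 fold change of −1.19 (standard error 0.45), with an exact permutation p of 0.0317 over all splits of the 9 libraries into 4 and 5. HPX, which encodes the haem-binding hemopexin, had 26331 ± 37434 against 4617 ± 1993 normalized counts and a log2 fold change of −1.61. TF, the gene of the iron carrier transferrin, was at 14386 ± 15736 against 3889.5 ± 797, and AHSG, the gene of fetuin-A, at 14692 ± 16776 against 3548 ± 1022. All 25 measured genes of a list of 27 hepatocyte secreted proteins had a negative log2 fold change, between −1.84 and −0.96. Of the 25, 13 are in Supplementary Table S4, which had been read when the list was fixed. Their mean log2 level was 11.5 ± 1.49 (SD, n = 4) at the standard dose and 10.0 ± 0.402 (SD, n = 5) at the increased dose, and standard dose replicate 9 was the highest library for all 25. Without it the difference in mean log2 level was −0.73, where it had been −1.45, and the log2 fold changes of ALB, HPX, TF and AHSG were −0.72, −0.73, −0.74 and −0.84. By limma 0 of these genes passed an adjusted p of 0.05 over all genes tested, and 25 were lower when adjusted over the list alone. The adjusted p of the list was 6.34e-13 with camera at a preset correlation of 0.01, and 0.327 with an estimated correlation, which no list passed. The estimated correlation of this list was 0.962, far above the preset one, so the p at the preset is too small. Over all 12446 genes, limma called 0, and the smallest adjusted p was 0.397. At an unadjusted p under 0.05 there were 1514 genes. edgeR's quasi-likelihood test on the recovered reads also called 0 genes, with 1871 at an unadjusted p under 0.05. DESeq2 on the recovered reads called 195 genes with a base mean over 20, all of them in Supplementary Table S4. That count was 10 without standard dose replicate 9, 61 without 41, 540 without 17 and 702 without 33. Without increased dose replicates 3, 27, 51 and 59 it was 34, 16, 6 and 6, and without 19 it was 198.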

A comparison of the transcriptomic profiles of the animals receiving the increased dose and those receiving the standard dose of cholecalciferol showed that the expression of 195 genes was significantly altered (q-value of <0.05) (Supplementary Table S4). Among the altered genes, 168 were downregulated (86.15%) while the remaining 27 were upregulated (13.85%) in the animals receiving increased doses of cholecalciferol (Supplementary Figure S1). 

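Across the 9 libraries, the genes of Supplementary Table S4 with lower expression at the increased dose were highest in 1 animal of the standard-dose group. Of the 168 lower genes, 160 had their highest normalized count in standard dose replicate 9, 6 in replicate 41, 1 in replicate 17 and 1 in replicate 33. Of all genes tested, 3626 (29.1%) were highest in replicate 9, 1937 in replicate 41, 781 in replicate 33 and 611 in replicate 17. The rest were highest in an increased-dose library, which genes chosen as lower at that dose rarely are, so the shares are not alike. The lower genes included 45 members of 8 lists of liver function or hepatocyte markers, and the 27 higher genes included 0. These lists held 119 of the 12446 genes tested, so few were to be expected among 27. By limma the lower genes had a median log2 fold change of −1.47 (−2.89 to −0.99), and the higher genes had a median of 1.36 (0.91 to 3.80). The direction was that of Supplementary Table S4 for all 195 genes, and 190 had an unadjusted p under 0.05, but 0 passed after adjustment. These genes were chosen by the study on the same libraries, so their direction is not independent evidence. The values of the 2 groups did not overlap for 84 of the 195 genes and for 474 (3.81%) of all genes tested, where chance gives 1.59%. A list of markers of hepatocytes was fixed before the data were examined, but after Supplementary Table S4, drawn from the same libraries, had been read. Of its 23 measured members, 7 are in that table, so the list is not independent of it. The mean log2 level of the 23 was 10.88 ± 1.35 (SD, n = 4) at the standard dose and 9.59 ± 0.32 (SD, n = 5) at the increased dose. The difference of −1.29 had an exact permutation p of 0.0159 (0.0707 when adjusted over 49 lists, none of which passed), and without standard dose replicate 9 it was −0.64 (exact permutation p = 0.0714). Without increased dose replicate 3, 27, 51 or 59 the difference was −1.31, −1.31, −1.26 or −1.17, and p was 0.0571, the next above 0.0286, the smallest that 4 against 4 libraries allow. The levels were 12.81 in replicate 9 and 10.81 in replicate 41, and between 9.13 and 10.02 in the other 7 libraries. DESeq2 gave no p-value to 355 of the genes tested in the authors' deposited table, and 344 of these were highest in standard dose replicate 9.

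**Figure D1:**
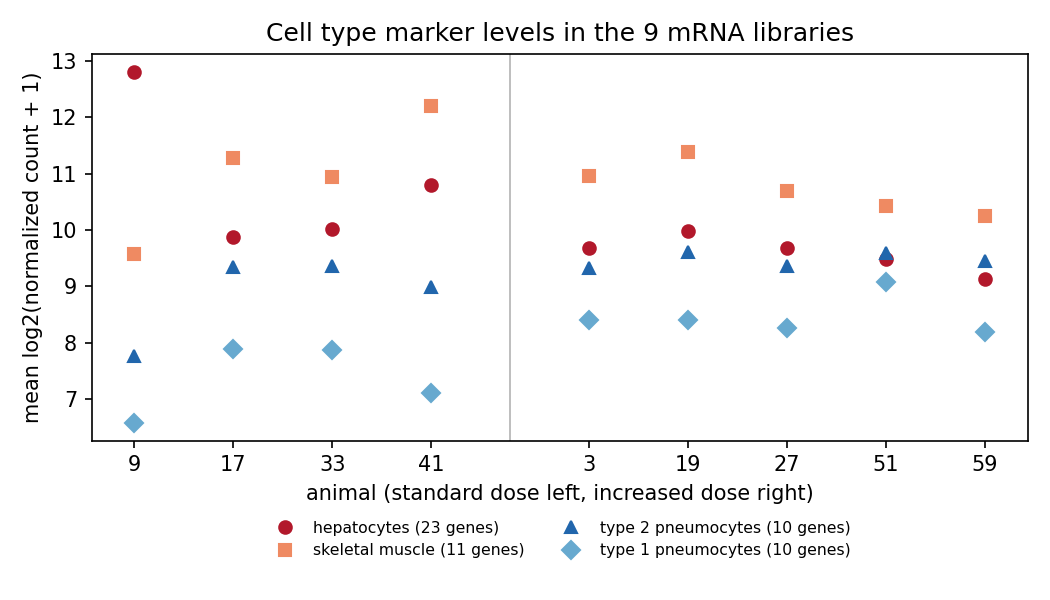
Mean log2(normalized count + 1) of the markers of hepatocytes, skeletal muscle, type 2 and type 1 pneumocytes in each of the 9 lung libraries, with 1 point per animal. Standard dose replicate 9 is the highest library for the hepatocyte markers, at 12.81, and the lowest for the other 3 lists, at 9.58, 7.77 and 6.57.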

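EXTL1, on chromosome 6 from 83462323 to 83476596 (ENSSSCG00000029558), is a member of the exostosin family of glycosyltransferase genes. For EXTL1 the normalized count was 128 ± 202 (SD, n = 4) at the standard dose and 7.79 ± 6.88 (SD, n = 5) at the increased dose, a log2 fold change of −2.89 (standard error 0.97). In standard dose replicate 9 the count was 431, and in the other 8 libraries it was 1.71 to 38.1. GLP2R, the gene of the glucagon-like peptide 2 receptor, had 49.6 ± 68.6 against 4.79 ± 2.42 normalized counts (SD, n = 4 and n = 5) and a log2 fold change of −2.39 (standard error 0.92). NPC1L1, the gene of a sterol transporter, had 53.7 ± 80.8 against 5.44 ± 5.36 normalized counts, a log2 fold change of −2.33 (standard error 1.02). Among the genes with no name in the annotation, ENSSSCG00000057577 had a log2 fold change of −2.57 (standard error 0.87) and ENSSSCG00000042623 of −2.35 (standard error 0.67). ENSSSCG00000018197 was at 59.9 ± 101 against 5.55 ± 1.79 normalized counts, and its log2 fold change was −1.16 (standard error 1.29). SCEL, which encodes sciellin, had 2.95 ± 4.81 (SD, n = 4) at the standard dose and 34.4 ± 13.6 (SD, n = 5) at the increased dose, a log2 fold change of 3.80 (standard error 0.91), and every increased-dose library was above every standard-dose library. SCPEP1, a serine carboxypeptidase gene, was higher at the increased dose, with 5.69 ± 5.25 against 47.2 ± 46.9 normalized counts and a log2 fold change of 2.76 (standard error 0.97). By an exact permutation test on the log2 values, p was 0.00794 for GLP2R, ENSSSCG00000057577, ENSSSCG00000042623 and SCEL, the smallest that 4 animals against 5 allow. It was 0.0397 for EXTL1 and NPC1L1, 0.0317 for SCPEP1 and 0.484 for ENSSSCG00000018197. The study picked these genes by their changes in the same libraries, so small p-values here are not independent evidence. The limma adjusted p of these genes lay between 0.397 and 0.706. For EXTL1, GLP2R, NPC1L1, ENSSSCG00000057577 and ENSSSCG00000018197, without standard dose replicate 9 their mean normalized count was under the minimum of 20.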

The most highly altered genes (log2FoldChange > 3 or <−3) included *EXTL1* (log2FoldChange = −4.04), *ENSSSCG00000057577* (log2FoldChange = −3.619), *ENSSSCG00000018197* (log2FoldChange = −3423), *GLP2R* (log2FoldChange = −3.36), *NPC1L1* (log2FoldChange = −3.279), *ENSSSCG00000042623* (log2FoldChange = −3.051), *SCEL* (log2FoldChange = 3.448), and *SCPEP1* (log2FoldChange = −3.091). The remaining genes all showed log2Foldchange > 0.928 or <−1.02.

### 2.4. Integration of the Methyl-Seq and mRNA-Seq Results

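Of the 11 genes of Table 1, 10 had lower mean expression at the increased dose and PSMA1 had higher expression. PSMA1 encodes a proteasome subunit and lies on chromosome 2 from 44648247 to 44757440 (ENSSSCG00000013391). For PSMA1 the normalized count was 19.2 ± 7.53 (SD, n = 4) at the standard dose and 60.0 ± 24.3 (SD, n = 5) at the increased dose, a log2 fold change of 1.59 (standard error 0.42). MIPEP, the gene of a mitochondrial intermediate peptidase, lies on chromosome 11 from 2670000 to 2790727 (ENSSSCG00000009290). For MIPEP the normalized count was 273 ± 63.1 (SD, n = 4) at the standard dose and 134 ± 13.8 (SD, n = 5) at the increased dose, a log2 fold change of −0.99 (standard error 0.23). For PSMA1 and MIPEP the 2 groups did not overlap, and the log2 fold changes without standard dose replicate 9 were 1.80 and −0.92. HDLBP, on chromosome 15 from 139957715 to 140022302 (ENSSSCG00000016379), encodes the RNA-binding protein vigilin. For HDLBP the normalized count was 507 ± 618 (SD, n = 4) at the standard dose and 119 ± 20.4 (SD, n = 5) at the increased dose, a log2 fold change of −1.42 (standard error 0.54) that was −0.69 without standard dose replicate 9. The other 8 genes, ITIH2, HSD17B6, CYP3A22, TTPA, SHMT1, KLHL3, BHMT and UGT1A6, had log2 fold changes between −1.85 and −1.25. These 8 genes and HDLBP were highest in standard dose replicate 9. By limma 0 of the 11 genes passed over all genes tested, and by DESeq2 on the recovered reads 11 did. When adjusted over the list alone, 10 were lower and 1 was higher by limma, but the study chose these genes on the same libraries, so this is not independent evidence. The exact permutation test on log2 values was likewise not independent of that choice. By it 11 of 11 genes had a p under 0.05, and the adjusted p over the 11 genes was at most 0.0317. This count was 6 without standard dose replicate 9, 9 without 17, 11 without 33 and 6 without 41. It was 5 without increased dose replicate 3, 8 without 19 and 4 without 27, 51 or 59, where with 4 against 4 libraries only the smallest possible p, 0.0286, lies under 0.05. The difference in the mean log2 level of the 11 genes was −1.18, and −1.21, −1.14, −1.17 and −1.12 without 3, 27, 51 and 59 in turn, but −0.64 without standard dose replicate 9. By DESeq2 the 11 became 1 without standard dose replicate 9, 9 without 17, 11 without 33 and 0 without 41, 3 without increased dose replicate 3, 7 without 19 and 1 without 27, 51 or 59.

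**Figure D2:**
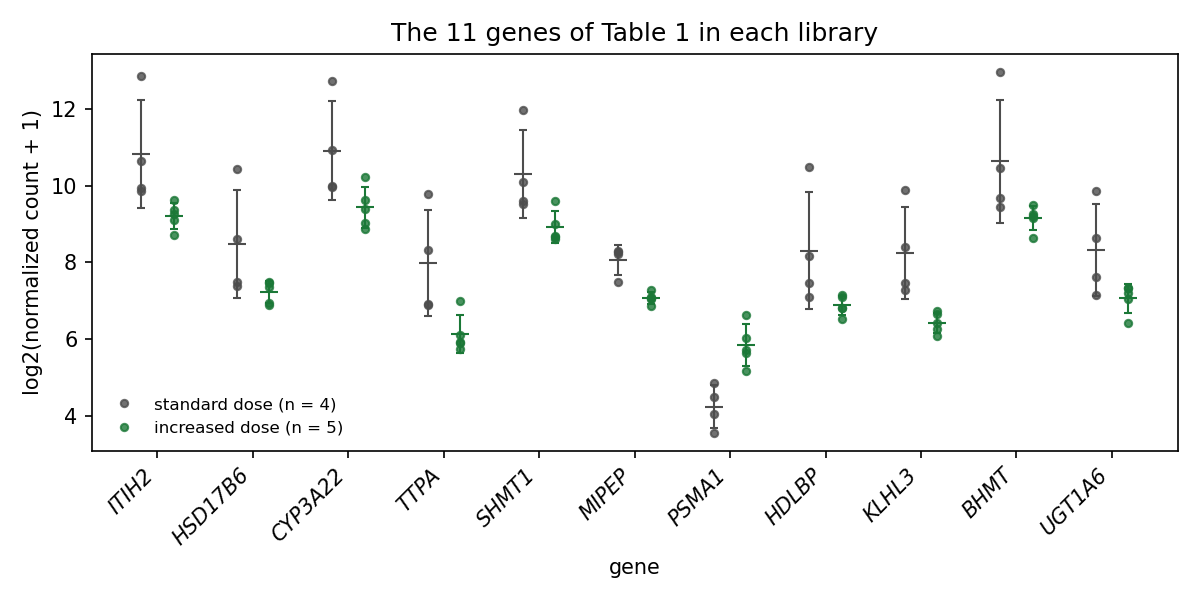
Log2(normalized count + 1) of the 11 genes of Table 1 in each library, with 1 point per animal and the mean ± SD of the standard-dose (n = 4) and increased-dose (n = 5) groups. Standard dose replicate 9 is the highest library for 9 of the 11 genes, and the means of 10 genes are lower at the increased dose.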

A comparison of the sets of genes whose expressions and methylation profiles were significantly altered under the influence of the increasing cholecalciferol dosages identified 11 genes (Table 1). However, only the changes in the methylation of the *ITIH2* gene (log2FoldChange = −2.164) were localized in the gene promoter.

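ITIH2 encodes a heavy chain of the inter-alpha-trypsin inhibitor and lies on chromosome 10 from 63635210 to 63672163 (ENSSSCG00000011128), on the minus strand. For ITIH2 the normalized count was 2716 ± 3123 (SD, n = 4) at the standard dose and 606 ± 135 (SD, n = 5) at the increased dose, a log2 fold change of −1.60 (standard error 0.50). Every increased-dose library was below every standard-dose library (exact permutation p = 0.00794), and the adjusted p from limma was 0.397. Standard dose replicate 9 had 7379 normalized counts and the other 3 standard-dose libraries 929 to 1580.4. Without replicate 9 the log2 fold change was −0.92. The study chose ITIH2 on these libraries, so its permutation p is not independent evidence. The gene is also a member of the list of hepatocyte secreted proteins. The methylation of its promoter is not analysed here.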

### 2.5. qPCR Validation

The *ITIH2* gene, which exhibited a significant downregulation in expression and demonstrated hypermethylation in its promoter region, underwent qPCR analysis. This analysis confirmed the significant downregulation of the *ITIH2* gene detected in the mRNA and RRBS sequencing results. Additionally, we selected three other genes (*TTPA*, *UGT1A6,* and *KLKL3*) whose expression as well as methylation levels changed under the influence of the increasing cholecalciferol dosages (Figure 1). The qPCR results confirmed significant reductions in the expression of *TTPA* (*p*-value = 0.001) and *UGT1A6* (*p*-value = 0.038) genes. However, the decrease in the *KLHL3* gene expression according to the qPCR results was not statistically significant (*p*-value = 0.076).

### 2.6. Functional Analysis

#### 2.6.1. Methyl-Seq

Table 2 shows the top 10 (FDR < 0.0017 and strength > 0.3) functional effects identified by the RRBS sequencing. The analysis of a set of genes with altered methylation levels showed changes in 82 biological processes. According to the FDR values (<0.00075) and strength level (0.35), the actin filament-based process and actin cytoskeleton organization were most altered in this group. Potential effects on 39 biological functions were also observed. Within this group, according to the FDR values (<0.00031) and strength level (>0.35), the greatest effects of the increasing vitamin D intake were observed within the guanyl-nucleotide exchange factor activity, GTPase regulator activity, and actin binding. On the other hand, within the biological components, the results of the functional analysis showed effects on 26 areas. According to the FDR value (<0.00072) and strength level (>0.35), the greatest changes occurred in the actin cytoskeletons. All the results of the gene-set analysis are presented in Supplementary Table S5.

The separate analyses of the hypomethylated and hypermethylated DMSs were additionally carried out. The results of the analyses showed that hypomethylated DMSs enriched 16 biological process, 7 molecular functions, and 8 cellular components. According to the FDR and strength levels, the increasing vitamin D doses enriched the actin-binding (FDR = 0.016 and strength = 0.45) and cytoskeletal protein-binding (FDR < 0.001 and strength = 0.41) functions most potently. An analysis of the hypermethylated DMSs showed that 24 biological processes, 23 molecular functions, and 16 cellular components were enriched. According to the FDR and strength levels, the GTPase regulator activity was the most enriched (FDR < 0.001 and strength = 0.46). Interestingly, the analysis of the hypomethylated DMSs also showed a strong strength level of this molecular function (0.43; FDR = 0.02). On the other hand, according to the KEGG database, based on a set of hypermethylated DMSs, the phospholipase D signalling pathway was altered (FDR = 0.0153 and strength = 0.61).

The results of the hypomethylated/hypermethylated DMSs analysis are presented in Supplementary Table S7.

#### 2.6.2. mRNA-Seq

Table 3 shows the top 10 strongest functional changes (5 from the GO database and 5 from KEEG) caused by the increasing cholecalciferol doses based on the mRNA sequencing results. The analysis showed that the applied changes in the diets of the pigs could significantly affect 103 biological processes. 

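Genes of blood coagulation had lower mean expression at the increased dose. PLG, the gene of plasminogen, which dissolves fibrin, had 5540.2 ± 7004 (SD, n = 4) at the standard dose and 1264 ± 441 (SD, n = 5) at the increased dose, a log2 fold change of −1.46 (standard error 0.57). A list of 20 coagulation and fibrinolysis factors was fixed before the data were examined, but after Supplementary Table S4 had been read. Of these, 19 were measured, 9 of them in that table. All 19 had a negative log2 fold change, with a median of −1.40 (−2.09 to −0.48). By limma 0 of them passed over all genes tested, 17 had an unadjusted p under 0.05, and 17 were lower when adjusted over the list alone. edgeR called 0 and DESeq2 9. With camera the adjusted p of this list was 3.01e-10, and it was 0.327 with its estimated correlation of 0.928. For all 19 factors standard dose replicate 9 was the highest library, and without it the difference in their mean log2 level was −0.71, where it had been −1.41. That library was also the highest for 22 of 23 markers of hepatocytes. The 10 genes that the paper's Table 3 assigns to blood coagulation had a median log2 fold change of −1.41. All 10 were lower when adjusted over the list alone, which is not independent evidence, since the study picked them from these libraries. Among the genes of retinoid metabolism, ALDH1A1, which makes retinoic acid, had 4013 ± 2381 against 1687 ± 217 normalized counts (SD, n = 4 and n = 5) and a log2 fold change of −1.09 (standard error 0.32). RBP4, the gene of the retinol carrier of plasma, had a log2 fold change of −1.41 (standard error 0.49), and DHRS3, a retinal reductase gene, of −0.23 (standard error 0.26). Of 19 measured genes of this list, 8 of them in Supplementary Table S4, 16 had a negative and 3 a positive log2 fold change, with a median of −1.09. limma called 0 of them over all genes (11 at an unadjusted p under 0.05), edgeR 0 and DESeq2 8, and 7 were lower when adjusted over the list alone. For retinoid metabolism the camera adjusted p was 5.38e-05, and 0.340 with an estimated correlation. The highest library was standard dose replicate 9 for 16 of the 19, and leaving it out moved the difference in mean log2 level from −0.78 to −0.30.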

Based on the FDR (<0.0001) and strength (>1.2) values, we highlighted such processes as the negative regulation of blood coagulation, regulation of blood coagulation, retinoid metabolic process, and regulation of wound-healing. In turn, among the 19 significantly altered biological functions, we identified (FDR < 0.0001 and strength > 0.2) oxidoreductase activity and catalytic activity. Moreover, eight significant differences in the biological components were identified. In this area, the largest changes (FDR < 0.001 and strength > 0.49) occurred in the extracellular region and extracellular space. The results from the KEGG database indicated the effects of the increased vitamin D intake on 24 pathways, of which as many as 12 pathways with strength values of >1 and FDR values of <0.0001 could be distinguished. The results of the gene set analysis of the mRNA-seq results are presented in Supplementary Table S6.

The results of the analysis of the set of downregulated genes showed the enrichment of 106 biological processes, 28 molecular functions, and 8 cellular components. According to the FDR and strength levels, the most significantly enriched appeared to be the propionate metabolic process (FDR = 0.0007 and strength = 2.22). 

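The paper's supplement names PCK1, PCK2 and MMUT for the propionate metabolic process. MMUT encodes methylmalonyl-CoA mutase, which carries propionate into the citric acid cycle. It lies on chromosome 7 from 43597246 to 43624671 (ENSSSCG00000001732), and its normalized count was 824 ± 852 (SD, n = 4) at the standard dose and 247 ± 47.7 (SD, n = 5) at the increased dose, a log2 fold change of −1.28 (standard error 0.46) with an exact permutation p of 0.0159. PCK1 and PCK2 encode the cytosolic and mitochondrial phosphoenolpyruvate carboxykinases. PCK1, on chromosome 17 from 57930432 to 57936522 (ENSSSCG00000007507), had 1507 ± 1036 against 561 ± 110.2 normalized counts (SD, n = 4 and n = 5) and a log2 fold change of −1.20 (standard error 0.37). PCK2, on chromosome 7 from 75187197 to 75197733 (ENSSSCG00000002009), had 403 ± 486 against 99.1 ± 18.1 normalized counts, a log2 fold change of −1.37 (standard error 0.53). The adjusted p of each from limma was 0.397, and without standard dose replicate 9 the log2 fold changes of MMUT, PCK1 and PCK2 were −0.67, −0.80 and −0.65. PCK2 and MMUT were added to the genes reported here after their values were seen. Of 10 measured genes of gluconeogenesis and fructose metabolism, 10 had a negative log2 fold change (median −1.22). By limma 0 passed over all genes tested (6 at an unadjusted p under 0.05), by edgeR 0 and by DESeq2 3, and 6 were lower when adjusted over the list alone. The camera adjusted p was 2.61e-05, and 0.340 with an estimated correlation. The list's difference in mean log2 level was −1.21, and −0.51 without standard dose replicate 9.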

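Genes of xenobiotic metabolism had lower mean expression at the increased dose. CYP2E1, a cytochrome P450 that oxidizes ethanol and small solvents, had 3233 ± 2883 (SD, n = 4) at the standard dose and 1100.4 ± 409 (SD, n = 5) at the increased dose, a log2 fold change of −1.23 (standard error 0.47). ADH1C, an alcohol dehydrogenase gene, had 2777 ± 2899 against 781 ± 307 normalized counts, a log2 fold change of −1.39 (standard error 0.51). FMO1, a flavin-containing monooxygenase gene, had 1746 ± 526 against 1806 ± 248 normalized counts, a log2 fold change of 0.09 (standard error 0.24). Of 19 measured genes of the list, 12 of them in Supplementary Table S4, 18 had a negative log2 fold change, with a median of −1.32 and a lowest of −1.90. By limma 0 passed over all genes tested (18 at an unadjusted p under 0.05), by edgeR 0 and by DESeq2 12, and 18 were lower when adjusted over the list alone. For xenobiotic metabolism the camera adjusted p was 1.92e-10, and 0.327 with its estimated correlation of 0.835. All 19 genes were highest in standard dose replicate 9, without which the difference in mean log2 level went from −1.29 to −0.75. Of the 11 genes in the paper's pathway of xenobiotics by cytochrome P450, the 9 that its supplement gives by gene symbol had a median of −1.49, and the 10 such genes of the 12 in its chemical carcinogenesis pathway had −1.49; the genes given by locus number were not used here. All those used were lower when adjusted over each list alone, which is not independent evidence, because the study drew these genes from its own list of lower genes.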

According to the KEGG database, the set of downregulated genes was most strongly involved (FDR < 0.001 and strength > 1.6) in the metabolism of the xenobiotics by the cytochrome P450 and chemical carcinogenesis pathways. The set of upregulated genes was not significantly involved in any pathway, nor did they significantly enrich any of the processes. 

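The 27 genes of Supplementary Table S4 with higher expression at the increased dose included LGMN, the gene of the lysosomal protease legumain, and THBD, the gene of the endothelial receptor thrombomodulin. Their log2 fold changes were 0.91 and 1.10. With SCEL they were the 3 of the 27 genes that belong to any list fixed before the data were examined. Of the 27 genes, 16 were highest in increased dose replicate 51, 4 in replicate 19, 4 in replicate 27 and 3 in replicate 59. Among lists with a camera adjusted p under 0.05 and higher values at the increased dose were markers of type 1 pneumocytes, the thin cells of the alveolar wall. CLIC5 had 3226 ± 1337 (SD, n = 4) at the standard dose and 4448 ± 1304 (SD, n = 5) at the increased dose, a log2 fold change of 0.56 (standard error 0.36), and HOPX had a log2 fold change of 0.95 (standard error 0.34). Of 10 measured markers, 9 had a positive value, and 4 were higher when adjusted over the list alone. The lowest library was standard dose replicate 9 for 7 of these 10, and increased dose replicate 51 lay above the rest of its group by 0.752 of the group's range. The difference in mean log2 level was 1.11, and 0.84 and 0.95 without each of these 2 libraries. Markers of macrophages had a median log2 fold change of 0.81, with MARCO at 0.78 (standard error 0.36) and C1QC at 1.003 (standard error 0.48). Markers of mast cells had a median of 0.98, with KIT at 0.47 (standard error 0.36). The camera adjusted p values of these 3 lists were 2.79e-05, 0.00130 and 0.00217. The mean log2 level of the macrophage markers was 7.98 in standard dose replicate 41 and 9.38 to 10.1 in the other libraries. Without that replicate their camera adjusted p was 0.0978. With an estimated correlation the 3 values were 0.327, 0.342 and 0.327. Over all genes tested, limma and edgeR called 0 of these markers, DESeq2 called SCEL, and 6, 5 and 3 were higher at an unadjusted p under 0.05 by limma.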

The entire results of the analysis are presented in Supplementary Table S7.

#### 2.6.3. Integration of the Methyl-Seq and mRNA-Seq Results

The analysis of a set of 11 genes, presented in Table 1, showed the significant affectation of 3 pathways (Table 4). 

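CYP3A22, a cytochrome P450 of the family that oxidizes steroids and drugs, lies on chromosome 3 from 6626846 to 6709854 (ENSSSCG00000023320). For CYP3A22 the normalized count was 2689 ± 2766 (SD, n = 4) at the standard dose and 728 ± 286 (SD, n = 5) at the increased dose, a log2 fold change of −1.48 (standard error 0.50) with an exact permutation p of 0.0317. The pig genome holds several CYP3A genes that may share reads with it, so its count is uncertain. HSD17B6, on chromosome 5 from 22092578 to 22273382 (ENSSSCG00000027854), encodes a dehydrogenase that acts on steroids and retinol. It had 528 ± 571 against 152 ± 28.8 normalized counts (SD, n = 4 and n = 5), a log2 fold change of −1.25 (standard error 0.50) and the same exact permutation p. Since the study chose both genes on these libraries, their permutation p is not independent evidence. The adjusted p from limma was 0.397 for CYP3A22 and 0.401 for HSD17B6. Without standard dose replicate 9, the highest library for both genes, the log2 fold changes were −0.87 and −0.61. Of the 10 genes that the paper places in retinol metabolism, the 9 given by gene symbol had a median log2 fold change of −1.39, and all 9 were lower when adjusted over the list alone, which is not independent evidence.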

The effects on the steroid hormone biosynthesis and retinol metabolism pathways were conditioned by the altered expression of *CYP3A22* and *HSD17B6*. 

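SHMT1, the gene of the cytosolic enzyme that converts serine to glycine, lies on chromosome 12 from 60416463 to 60435450 (ENSSSCG00000036208). For SHMT1 the normalized count was 1644 ± 1562 (SD, n = 4) at the standard dose and 499 ± 161 (SD, n = 5) at the increased dose, a log2 fold change of −1.38 (standard error 0.44) with an exact permutation p of 0.0317. BHMT, which passes a methyl group from betaine to homocysteine, lies on chromosome 2 from 87910603 to 87935252 (ENSSSCG00000014108). It had 2707 ± 3485 against 578 ± 117 normalized counts (SD, n = 4 and n = 5), a log2 fold change of −1.48 (standard error 0.56) and an exact permutation p of 0.0159. Neither permutation p is independent evidence, since the study chose SHMT1 and BHMT on these libraries. Without standard dose replicate 9 the log2 fold changes of SHMT1 and BHMT were −0.82 and −0.71. MAT1A and MAT2A encode the liver form and the form of most other tissues of the enzyme that makes S-adenosylmethionine. MAT1A had a log2 fold change of −1.49 (standard error 0.48) and MAT2A of 0.78 (standard error 0.24). Of 19 measured genes of serine, glycine and one-carbon metabolism, 14 had a negative and 5 a positive log2 fold change, with a median of −0.84. limma called 0 of them over all genes tested, with 6 lower and 1 higher at an unadjusted p under 0.05, edgeR called 0 and DESeq2 5. When adjusted over the list alone, 3 were lower and 1 was higher. camera gave this list an adjusted p of 0.00484, and 0.409 with an estimated correlation. For 13 of the 19 the highest library was standard dose replicate 9, and the difference in mean log2 level was −0.68 with it and −0.22 without it. Of the 5 genes that the paper's supplement assigns to glycine, serine and threonine metabolism, the 4 given by gene symbol had a median of −1.34. All 4 were lower when adjusted over the list alone, which is not independent evidence.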

The glycine, serine, and threonine metabolism pathways, on the other hand, were found to be significantly altered due to the effects on the *SHMT1* and *BHMT* genes.

## 3. Discussion

The present study showed that increasing doses of cholecalciferol caused significant changes in the transcriptomes and methylomes of swine lung tissues. We found that increased vitamin D intake significantly altered the expression of nearly 200 genes. Moreover, we identified 1116 differentially methylated sites related to genes and their regulatory sites. Among all the DMSs, only 11 were associated with genes with significant changes in expression levels (Table 1). A presumed reason for the poor correlation of the results (RRBS and mRNA) was the different number of samples used in each NGS study. However, based on the results of other researchers, it should be noted that relatively low correlations are common, especially in experiments where the effect of the studied factor is not exceptionally strong [6].

It has been assumed that, via the VDR, vitamin D regulates key mechanisms such as metabolism and cell proliferation [7,8]. Increased vitamin D intake causes activation of the VDR, which, in turn, intensifies gene transcription. However, our results indicated that more than 86% of the genes altered by the increased vitamin D intake were downregulated. Also, among the genes identified as those with altered methylation, there was little bias toward hypermethylation (56%).

A functional analysis of the methylome sequencing results showed that the increasing vitamin D intake affected the GTPase-, cytoskeleton-, and actin-related processes most significantly (Table 2). Interestingly, a recent finding showed that reduced SARS-CoV-2 lung disease severity was associated with methylation changes within processes related to GTPase and actin [9]. Moreover, it appeared that increasing the dose of cholecalciferol induced changes in the methylome associated with pulmonary fibrosis. Our results indicated methylation changes in the *MeCP2* (methyl-CpG binding protein 2) gene, which is considered a key regulator of fibrosis (Supplementary Table S2) [10]. It has been shown, for example, that *MeCP2* KO mice are resistant to pulmonary fibrosis [11]. Another study found that vitamin D could inhibit the TGFβ1 stimulation of α-smooth-muscle actin expression and polymerization and prevent the upregulation of fibronectin and collagen in fibroblasts in vitro. These results indicated that vitamin D may inhibit the pro-fibrotic phenotype of lung fibroblasts and epithelial cells [12]. Additionally, we identified four genes encoding collagen (*COL4A1*, *COL5A1*, *COL6A3,* and *COL24A1*) whose methylation levels were also changed (Supplementary Table S2). One of these, *COL4A1* is considered a target of miR-29 in pulmonary fibrosis [10].

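Complement genes had lower mean expression at the increased dose, with a wide spread between the standard-dose animals. C3, the central component of the cascade, had 23569 ± 29067 (SD, n = 4) at the standard dose and 6639.6 ± 1122 (SD, n = 5) at the increased dose, a log2 fold change of −1.17 (standard error 0.53). C1S and C1R encode the proteases of the first component. C1S had a log2 fold change of −0.89 (standard error 0.52) and C1R of −0.54 (standard error 0.32). CFB, the gene of factor B of the alternative pathway, had a log2 fold change of −1.27 (standard error 0.50). Of 17 measured complement components, 15 had a negative and 2 a positive log2 fold change, with a median of −1.22 (−1.59 to 0.29). limma called 0 of them, both over all genes tested and when adjusted over the list alone, and 7 were lower at an unadjusted p under 0.05. edgeR called 0 and DESeq2 2. For complement the camera adjusted p was 1.77e-05, and 0.340 with an estimated correlation. Standard dose replicate 9 was the highest library for 14 of the 17, and without it the difference in mean log2 level was −0.43 instead of −0.94.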

The functional analysis of the mRNA-seq results (Supplementary Table S6) identified genes related to complement and coagulation cascades (FDR < 0.0001) and chemical carcinogenesis (FDR < 0.0001). 

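FGA, FGB and FGG encode the 3 chains of fibrinogen and lie next to each other on chromosome 8, between 74553105 and 74607409. FGB had the highest level of the 3, with 15564 ± 14784 (SD, n = 4) at the standard dose and 4819 ± 1968 (SD, n = 5) at the increased dose, a log2 fold change of −1.34 (standard error 0.49). FGA had 5769 ± 5499.8 against 1771 ± 636 normalized counts (SD, n = 4 and n = 5) and a log2 fold change of −1.32 (standard error 0.48). FGG had 5622 ± 4896 against 1774 ± 371 normalized counts, a log2 fold change of −1.33 (standard error 0.43). SERPINC1, the gene of antithrombin, on chromosome 9 from 116181670 to 116193201 (ENSSSCG00000015493), had 3299 ± 3504 against 981 ± 311 normalized counts, a log2 fold change of −1.26 (standard error 0.51). F2, the gene of prothrombin, on chromosome 2 from 15791455 to 15819137 (ENSSSCG00000013252), had 3807 ± 4047 against 972 ± 311 normalized counts, a log2 fold change of −1.49 (standard error 0.50). By an exact permutation test, p was 0.00794 for FGG, 0.0238 for F2, 0.0397 for FGB, 0.0476 for FGA and 0.0635 for SERPINC1. Such p-values are not independent evidence, because the study chose these genes on the same libraries. The adjusted p from limma was 0.397 to 0.401. All 5 genes were highest in standard dose replicate 9, and without it their log2 fold changes lay between −0.86 and −0.63.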

We detected the significant downregulation of the expression of genes encoding acute phase proteins (e.g., *FBG*, *FGA*, and *FGG*) and tumor-associated genes such as *SERPINC1* and *F2 (*Supplementary Table S4). *SERPINC1* is recognized as a key gene in the processes of cancer cell proliferation and migration. It has been shown that reducing *SERPINC1* expression can be an effective treatment for lung cancer [13,14]. Furthermore, the *F2*-thrombin factor 2 gene may not only affect interactions between viral proteins and cytokine receptors [15] but also play an essential role in blood coagulation, angiogenesis, tissue repair, and vascular integrity.

Our study also showed that increasing vitamin D intake results in changes in the methylation and expression levels of genes linked to retinol and retinoid metabolism (Table 3 and Table 4). This was in line with the fact that the active form of vitamin D, combined with vitamin D receptor (VDR), forms a heterodimer with the retinoid X receptor (RXR). 

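The genes of vitamin D metabolism and response showed no common direction. GC, the gene of the vitamin D binding protein of plasma, had 3454 ± 4658 (SD, n = 4) at the standard dose and 672 ± 198 (SD, n = 5) at the increased dose, a log2 fold change of −1.56 (standard error 0.59). CD14, a receptor for bacterial lipopolysaccharide, had 618 ± 689 against 244 ± 32.7 normalized counts (SD, n = 4 and n = 5) and a log2 fold change of −0.81 (standard error 0.47). RXRA, the gene of the retinoid X receptor alpha, lies on chromosome 1 from 273705505 to 273797620 (ENSSSCG00000038220) and had 1003 ± 186 against 865 ± 96.0 normalized counts, a log2 fold change of −0.20 (standard error 0.20). VDR, the gene of the vitamin D receptor, had a mean of 7.75 normalized counts, with 1 to 15 reads per library, and was below the minimum of 20, so a difference was not detectable at this depth. Of 24 genes of the list, 13 were measured, 7 with a negative and 6 with a positive log2 fold change (median −0.20). Standard dose replicate 9 was the highest library for 5 of the 13. The mean log2 level of the list was 7.78 in that library and 7.11 to 7.48 in the others. By limma 0 passed over all genes tested, with 3 lower and 1 higher at an unadjusted p under 0.05. edgeR called 0 and DESeq2 1 lower and 1 higher. When adjusted over the list alone, 0 were lower and 1 was higher. For vitamin D the camera adjusted p was 0.544, and 0.614 with an estimated correlation.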

The heterodimer formed in this way can interact with the vitamin D gene’s response elements (VDRE) [16]. Interestingly, other researchers have shown that vitamin D supplementation can affect methylation within the RXR promoter [17].

The functional analysis of the results shared by the methylome and mRNA sequencing indicated the anti-tumor and anti-fibrotic effects of increasing the cholecalciferol dosage. We identified changes in the expression of the *PSAT1* and *SHMT1* genes, as well as methylation changes in the *SHMT1* gene. The in vitro and in vivo studies on mice by Zhu et al. showed that *PSAT1* is a strong promoter of pulmonary fibrosis and that VDR regulates the expression of this gene [18]. Moreover, an in vitro study on human cell lines showed that silencing the *PSAT1* gene resulted in the inhibition of tumor proliferation and growth in non-small cell lung cancer [19]. The *PSAT1* plays an important role in connecting pathways involving glycolysis and the biosynthesis of amino acids. Its decreased expression inhibits the synthesis of serine and, consequently, glycine. Glycine is a major component of collagen, which is the building material of connective tissue. Alterations in collagen production cause lung fibrosis and may regulate cell proliferation in lung tumors. 

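PSAT1, the gene of phosphoserine aminotransferase, which makes a precursor of serine, lies on chromosome 1 from 231142625 to 231172360 (ENSSSCG00000005287). For PSAT1 the normalized count was 760.0 ± 539 (SD, n = 4) at the standard dose and 266 ± 67.9 (SD, n = 5) at the increased dose, a log2 fold change of −1.30 (standard error 0.37). The exact permutation p was 0.0159, 4 of the 5 increased-dose libraries were below every standard-dose library, and the adjusted p from limma was 0.397. With DESeq2 on the recovered reads the log2 fold change was −1.51 (adjusted p = 0.0328). PSAT1 was highest in standard dose replicate 9, at 1541 normalized counts, and without it the log2 fold change by limma was −0.88. As the study chose PSAT1 on these libraries, its permutation p is not independent evidence.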

Increasing the dose of cholecalciferol resulted in a significant decrease in *PSAT1* expression and an effect on both the glycolysis and amino acid synthesis pathways, including glycine and serine. Therefore, our findings supported the suggestions that vitamin D may be a therapeutic agent in patients with pulmonary fibrosis and lung cancer, though not only through the regulation of *PSAT1* but also the *SHMT1* gene. *SHMT1* encodes serine hydroxymethyltransferase 1, an enzyme essential for converting serine to glycine [18]. We identified the downregulation and hypermethylation of the *SHMT1* gene under the influence of increasing cholecalciferol doses. Based on these results, it could be assumed that the effect of vitamin D in inhibiting collagen production in the lungs was bidirectional: first, through the inhibition of the synthesis of serine, the material necessary for the formation of collagen, and second, through the downregulation of the enzyme directly involved in collagen synthesis. 

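Genes of collagen and extracellular matrix went in both directions between the doses in these lungs. COL3A1 had 2593 ± 768 (SD, n = 4) at the standard dose and 3221 ± 459 (SD, n = 5) at the increased dose, a log2 fold change of 0.35 (standard error 0.25), and COL1A1 had 2885 ± 1068 against 2939 ± 596 normalized counts, a log2 fold change of 0.07 (standard error 0.26). Of the collagen genes that the paper names for methylation, COL4A1 had a log2 fold change of 0.41 (standard error 0.32), COL5A1 of 0.09 (standard error 0.28) and COL6A3 of 0.73 (standard error 0.30). COL24A1 was below the minimum, with a mean of 11.0 normalized counts. FN1, the gene of fibronectin, had a log2 fold change of −0.45 (standard error 0.33). Of 28 measured genes of collagen and extracellular matrix, 19 had a positive and 9 a negative log2 fold change, with a median of 0.22 (−0.99 to 1.05). By limma 0 passed over all genes tested or when adjusted over the list alone, with 7 higher and 1 lower at an unadjusted p under 0.05, and edgeR and DESeq2 called 0. The camera adjusted p was 0.0674, and 0.360 with an estimated correlation. Of 23 measured genes of fibrosis signalling, 22 had a positive log2 fold change. ACTA2, the gene of smooth muscle actin, had a log2 fold change of 0.73 (standard error 0.33), and CCN2, a connective tissue growth factor gene, of 0.43 (standard error 0.39). By limma 0 of this list passed over all genes tested or adjusted over the list alone, 5 were higher at an unadjusted p under 0.05, and edgeR and DESeq2 called 0. Its camera adjusted p was 3.52e-05, and 0.327 with an estimated correlation. Its mean log2 level was 7.38 in standard dose replicate 9, 7.66 in replicate 41 and 8.14 to 8.61 in the other 7 libraries, and the difference of 0.54 was 0.38 without replicate 9 and 0.48 without 41. From the lower expression of PSAT1 and SHMT1, and from the role of serine and glycine in collagen, the paper proposes that vitamin D limits collagen formation in the lungs.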

Interestingly, the *UGT1A6* gene, whose variations in expression and methylation were observed, is also significantly associated with the development of pulmonary fibrosis. 

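UGT1A6 encodes a UDP-glucuronosyltransferase, which joins glucuronic acid to phenols and drugs, and lies on chromosome 15 from 133968693 to 134049026 (ENSSSCG00000036274). For UGT1A6 the normalized count was 415 ± 356 (SD, n = 4) at the standard dose and 136 ± 31.5 (SD, n = 5) at the increased dose, a log2 fold change of −1.25 (standard error 0.45). The exact permutation p was 0.0317 and the adjusted p from limma was 0.397. UGT1A6 was chosen by the study on these libraries, so its permutation p is not independent evidence. Only 2 of the 5 increased-dose libraries were below every standard-dose library. The highest library, standard dose replicate 9, had 923 normalized counts, and without it the log2 fold change was −0.74. Forms of UGT1A genes share their last exons, so 3′ reads may not tell them apart and the value may cover several of them.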

There have been some indications that this gene is significantly upregulated in idiopathic pulmonary fibrosis patients compared to healthy controls [20]. Moreover, the increased expression of *UGT1A6* is also characteristic of patients with cancers, including lung cancers [21,22]. UDP-glucuronosyltransferases are a group of enzymes associated with the catabolism of drugs and xenobiotics. Therefore, it is believed that altering the expression of *UGT1A* genes, including *UGT1A6*, can significantly modulate the response to the treatment, development, and progression of cancer [22]. A decrease in *UGT1A6* gene expression under vitamin D (calcitriol) supplementation has already been observed by other researchers, though in rat liver tissues [23].

The effects of vitamin D on processes associated with pulmonary fibrosis and cancer were also suggested by changes within the *ITIH2* (*SHAP*) gene. The *ITIH2* gene in our study was the only one to have significantly altered mRNA expression via a change in methylation within the promoter. The *ITIH2* gene, through the inter-alpha-trypsin inhibitor protein it encodes, is related to the serine inhibitor group. This gene may be involved in the control of inflammation and immune processes [24]. There have been indications that the ability to regulate angiogenesis may link *ITIH2* to the process of pulmonary fibrosis [25]. A study by Garantziotis et al. showed that induced lung injury resulted in a greater than sixfold increase in *ITIH2* expression in the liver and a decrease in its expression in the lungs [25]. Similarly, in lung cancers, *ITIH2* shows significant downregulation in the altered tissues [24]. ITIH2 is a part of IaI protein, which is synthesized in the liver. IaI consists of a light chain and two heavy chains (ITIH1 and ITIH2). It is generally considered that IaI is a systemic factor that enhances angiogenesis. Histological studies have shown the strong colocalization of inter-α-trypsin inhibitor protein (IaI) in disease focus in patients with pulmonary fibrosis. In contrast, the lungs of healthy subjects were weakly stained for IaI [25]. It is noteworthy that angiogenesis in patients with pulmonary fibrosis and cancer may have a dual effect. In the early stages of the disease, it may promote tissue regeneration; however, in the exacerbated stages, it may accelerate the development of the disease. The results cited above have indicated that IaI shows higher levels in patients with fibrosis; however, the expression of the lung *ITIH2* gene decreases. This result may suggest another role, unrelated to the IaI, for *ITIH2* in lung tissues.

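KLHL3 encodes an adaptor of a ubiquitin ligase and lies on chromosome 2 from 139632869 to 139920497 (ENSSSCG00000014321). For KLHL3 the normalized count was 403 ± 370.3 (SD, n = 4) at the standard dose and 86.6 ± 15.7 (SD, n = 5) at the increased dose, a log2 fold change of −1.82 (standard error 0.44). Every increased-dose library was below every standard-dose library (exact permutation p = 0.00794), and the adjusted p from limma was 0.397. KLHL3 was highest in standard dose replicate 9, at 944 normalized counts, and without it the log2 fold change was −1.28. Its permutation p is not independent evidence, since the study chose KLHL3 on these libraries.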

*KLHL3* (kelch-like family member 3) is another gene that was downregulated by the increasing cholecalciferol intake in our study. There are many indications that the *KLHL3* gene is linked to cancer development. This gene appears to be downregulated in the plasma samples of patients with lung cancers [26]. However, findings regarding the expression and regulation of this gene in lung tissues are lacking. Studies presenting the expression of this gene in tumor tissues have indicated that it can be both overexpressed and downregulated under the influence of disease [27]. Nevertheless, the role of KLHL3 in the pathogenesis of cancers formed through viral interaction appears to be well-proven [28]. Indeed, it appears that KLHL3 protein expression is significantly higher in cells expressing vIRF1 (viral interferon regulatory factor 1), as well as in cells infected with KSHV (Kaposi’s sarcoma-associated herpesvirus). Researchers have found that KLHL3 mediates the infection and replication of KSHV-induced tumorigenesis [28].

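TTPA encodes a liver protein that loads vitamin E onto lipoproteins and lies on chromosome 4 from 70961465 to 70980876 (ENSSSCG00000058048). For TTPA the normalized count was 362 ± 363 (SD, n = 4) at the standard dose and 73.4 ± 30.5 (SD, n = 5) at the increased dose, a log2 fold change of −1.85 (standard error 0.53). The exact permutation p was 0.0317 and the adjusted p from limma was 0.397. In all, 4 of the 5 increased-dose libraries were below every standard-dose library, and increased dose replicate 19 was the highest of its group, at 127 normalized counts. Standard dose replicate 9 had 886, and without it the log2 fold change was −1.24. Because the study chose TTPA on these libraries, its permutation p is not independent evidence.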

Another interesting result was the significant downregulation of the *TTPA* (alpha tocopherol transfer protein) gene, which we confirmed by the mRNA-seq (log2FoldChange = −2.297) and qPCR results. In addition, we observed significant methylation changes in the introns of this gene. TTPA binds the biologically active form of vitamin E (α-tocopherol) and plays an important role in regulating the levels of this vitamin in the body. Due to its strong antioxidant properties, numerous studies have been conducted to determine whether vitamin E supplementation can protect against cancer. The first clinical trial conducted on a large group of male tobacco smokers surprisingly showed that mortality was 2% higher in the group of those taking a daily dose of alpha-tocopherol compared to the group of those not supplemented with alpha-tocopherol [29]. The lack of protective effects of vitamin E supplementation in cancer and cardiovascular disease was also confirmed in another clinical trial conducted on a group of healthy women [30]. The change in the expression level of the *TTPA* gene we observed under the influence of vitamin D indicated a possible interaction between simultaneous dietary supplementation with vitamin D and E, and we recommend further studies in this area.

Altogether, our findings, along with those of other researchers, have suggested that increasing the intake of cholecalciferol in the daily diet may exhibit anti-cancer and anti-fibrotic effects (Figure 2). It is assumed that respiratory infections can cause chronic fibrotic reactions even up to several months after infection [31]. Therefore, our results appear to be important both for breeders of animals at risk of lung disease and from a human health point of view. It is important to highlight that our mRNA sequencing analysis was conducted on a limited number of samples exclusively from males. Nevertheless, the robustness of these findings was validated across a more extensive cohort encompassing both males and females through RRBS and qPCR testing. Nonetheless, further investigations are warranted to comprehensively explore the correlation between vitamin D and the development of pulmonary fibrosis and cancer formation.

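Reads of Y-linked genes were present in all 9 lung libraries. EIF1AY, a translation factor gene, and ZFY, a zinc finger gene, lie on chromosome Y. Of a list of 10 Y-linked genes they were those with a mean normalized count over 20. All genes on chromosome Y together had 834 to 1641 normalized counts per library, so the listed genes are only a part. By that total increased dose replicate 3, at 1131, lay above standard dose replicates 17 and 33, at 874 and 834. EIF1AY had 67.7 ± 58.7 (SD, n = 4) at the standard dose and 15.5 ± 9.15 (SD, n = 5) at the increased dose, a log2 fold change of −1.89 (standard error 0.55). ZFY had 66.7 ± 64.3 against 17.6 ± 6.78 normalized counts, a log2 fold change of −1.47 (standard error 0.61). The normalized counts of EIF1AY, ZFY and KDM5D together were 322 in standard dose replicate 9 and 56.7, 71.3 and 101 in replicates 17, 33 and 41. In the increased-dose libraries they were 25.8 to 40.1. KDM5D had 6 reads in standard dose replicate 9, 5 in replicate 17 and 0 in the other 7 libraries. These genes have near copies on chromosome X that may share reads with them, so their counts are uncertain. By limma 0 of the 2 genes passed over all genes tested, both were lower at an unadjusted p under 0.05 and when adjusted over the list alone, edgeR called 0 and DESeq2 1. For the Y-linked genes the camera adjusted p was 0.00745, and 0.327 with an estimated correlation. The paper's methods and the sample labels state that the sequenced animals were females, while its discussion describes them as males.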

## 4. Materials and Methods

### 4.1. Animal, Diets, and 25(OH)D Blood Serum Concentration Measurements

All the procedures conducted on live animals had the approval of the local Ethical Committee for Experiments with Animals in Cracow (Resolution No. 427/2020 dated 22 July 2020). The animals were kept under the same conditions, in individual pens, at the Research Station of the State Research Institute of Animal Production in Grodziec Śląski. In the experiment, animals from two groups were utilized. Animals in the first group (group 1) received a standard dose, while those in the second group (group 2) received increased doses of cholecalciferol (Figure 3). Both groups contained 10 individuals, with 5 males and 5 females in each group. The animals received the same feed, though it differed in the levels of cholecalciferol. The feed covered all their current requirements (grower, 30–60 kg: metabolizable energy, 13.3 MJ and total protein, 172 g/kg; finisher, 60–110 kg: metabolizable energy, 13.3 MJ and total protein, 156 g/kg).

The feeding experiment ended when the animals reached individual weights of 110 kg (88 days). Immediately after the animals were slaughtered, samples from the middle parts of the upper lobes of the left lungs were collected. The samples were stored in a freezer (−85 °C) until further analysis.

The assays of total 25(OH)D concentrations in the animal plasma samples were carried out by the ANCHEM Laboratorium from Katowice in Poland, in line with the RIA method, using a DIAsource 25OH Vitamin D total-RIA-CT Kit (Rue de Bosquet 2, 1348 Louvain-La-Neuve, Belgium) and Multigamma 1260 multidetector instrument (LKB Wallac, Turku, Finland). The plasma vitamin D levels were measured using blood samples collected at slaughter.

### 4.2. DNA and RNA Isolations, Library Construction, and Sequencing

The total DNA from 16 lung samples (8 females and 8 males) was isolated using a Wizard^®^ Genomic DNA Purification Kit (Promega, Madison, WI, USA). The concentrations of the genetic materials (DNA) were confirmed using NanoDrop™ 2000/2000c spectrophotometers (Thermo Scientific™, Waltham, MA, USA). Then, high-quality DNA samples were used to prepare the libraries. The libraries for the methyl-seq were prepared using an Ovation^®^ RRBS Methyl-Seq System 1–16 kit (Tecan, San Jose, CA, USA). The RRBS libraries were sequenced in the United States by Medical Research Foundation NGS Core using Illumina NovaSeq 6000 device (Illumina, San Diego, CA, USA) as 150 bp-paired end reads and using PhiX control.

RNA was isolated from 10 lung samples (5 samples from group 1 and 5 samples from group 2, only females) using a PureLink™ RNA Mini Kit (Invitrogen, Waltham, MA, USA). The isolated genetic materials were quantitatively and qualitatively assessed using Tapestation 2200 (Agilent, Santa Clara, CA, USA). The high-quality RNA samples were used for the library preparation using a QuantSeq 3′mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen, Vienna, Austria). The procedures were carried out in accordance with the manufacturers’ recommendations. Quantitative evaluation of the prepared libraries was performed using Qubit (Thermo Scientific™, Waltham, MA, USA), while a qualitative evaluation was assessed using Tapestation 2200 device (Agilent, Santa Clara, CA, USA). Sequencing of the mRNA pooled libraries (75 bp single read) was performed using a Nextseq 5500 device (Illumina, San Diego, CA, USA). The libraries were prepared for sequencing according to the standard normalization method from the NextSeq 500 and NextSeq 550 Sequencing Systems-Denature and Dilute Libraries Guide protocol. We used a 2 nM starting library concentration and a 10% PhiX addition.

### 4.3. qPCR Validation

Twenty samples were used for the qPCR analysis. The experiment began with RNA isolation from the 10 remaining samples. RNA from 20 lung samples was reverse transcribed. We performed qPCR on the *KLHL3*, *TTPA*, *UGT1A6,* and *ITIH2* genes using *RPS29* as an endogenous control. The genes were selected based on the results of the RRBS and mRNA sequencing, and 500 ng of RNA was reverse-transcribed to cDNA using a High-Capacity RNA-to-cDNA™ Kit (Applied Biosystems™, Waltham, MA, USA). The real-time PCR was performed using TaqMan™ Fast Advanced Master Mix for qPCR (Applied Biosystems™, Waltham, MA, USA) and TaqMan Real-Time PCR assays on a QuantStudio ™ 7 Flex Real-Time PCR System (Applied Biosystems™, Waltham, MA, USA). The relative quantity data were analyzed on a Thermo Fisher Cloud (Thermo Scientific™, Waltham, MA, USA). Analysis of the results was carried out using SAS 9.4 software (SAS Institute Inc., Cary, NC, USA).

### 4.4. Statistical Analysis

#### 4.4.1. Methyl-Seq

The first step of the data analysis was the quality control of the raw sequencing reads using FastQC v. 0.12.1 software. Low-quality reads (quality level of <20 and read length of <36) and fragments containing adapter sequences were filtered using FlexBar v. 3.5.0 software. Matching to the swine reference genome (Sscrofa11.1) was performed using bisulfite mapping software-BSMAP v. 2.9.0, with the default options recommended for RRBS data specifying the enzyme cleavage site (MspI) and mapping to the two forward strands. The Methylation Caller software provided in the BSMAP v. 2.9.0 package was used to determine the percentage of methylation in the individual CpG sites with the coverage of more than 5 reads. The CpG methylation analysis included the distribution in the swine chromosomes and the distribution in the upstream regions, 5′-UTRs, 3′-UTRs, exons, introns, and intergenic regions. Next, the files were processed using R package (version 4.3) to obtain the input data for the Methylkit software. Methylkit v. 1.26.0 software was used to identify the differentially methylated sites (DMS) with cutoff values of at least 25% methylation differences between the two groups and q-values of <0.05. Gene annotations were obtained from the Sscrofa11.1 Ensembl GTF annotation.

#### 4.4.2. mRNA-Seq

The demultiplexed fastq files downloaded from the sequencing server were quality-checked, trimmed from reads, and mapped from reads using FastQC 11.8, FLEXBAR 3.5.0, and TopHat 2.1.1, respectively. Samtools 1.9, RSeQC, HTSeq-count 0.11.1 software, and Gtf-Ensembl annotation 96 were used to assess the mapping statistics and read counts. Then, to perform the differential expression analysis, the R program and DESeq 2 software suites were used. Differentially expressed genes were regarded as genes with q-values <0.05 (FDR, false discovery rate), Benjamini–Hochberg (BH) adjustments, and no fold-change thresholds. Only the genes that showed base means > 20 were used for further analyses. The gene annotations were obtained from the Sscrofa11.1 Ensembl GTF annotation.

#### 4.4.3. Integration of the Methyl-Seq and mRNA-Seq Results

We used the RRBS and RNA-seq datasets to relate the changes in the CpG site methylation to the changes in the expression levels of the associated genes. The Venny 2.1 program was used for this comparison.

#### 4.4.4. Functional Analysis

An analysis of the methyl-seq results, mRNA-seq results, and the combined data was performed. The upregulated/hypermethylated and downregulated/hypomethylated genes were used for joint (gene set analysis (GSA)) and separate analyses.

The functional analyses were carried out using STRING software (version 12.0), with which Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed. In addition, the BioMart (release 110) and Venny 2.1 programs were used during these analyses. The top 10 results from the functional enrichment analysis were selected based on the FDR (false discovery rate) and strength level values.

## 5. Conclusions

Our results showed the putative mechanism by which increasing vitamin D intake may reduce the risk of lung cancer and pulmonary fibrosis in healthy individuals. These actions may have been due to the effects of vitamin D on collagen production-related genes, such as *SHMT1*, *UGT1A6*, and *ITIH2*. The anticancer properties of vitamin D are further supported by changes in the expression levels of the *KLHL3* and *TTPA* genes. Changes in *TTPA* gene expression also indicated that vitamin D can affect vitamin E action. The likely epigenetic mechanism regulating these processes is DNA methylation; however, further experimental studies are needed to confirm our hypothesis.

## Figures and Tables

**Figure 1:**
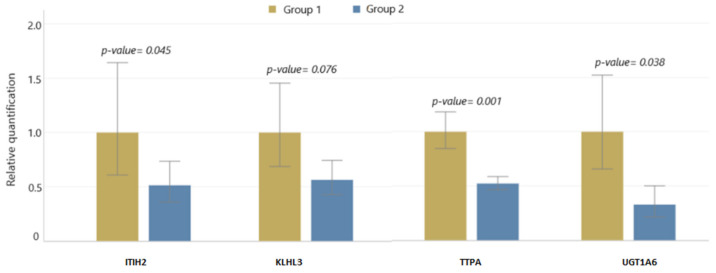
The qPCR results (RQ, relative quantification) for the groups of animals supplemented with different doses of vitamin D. The error bars represent the RQ min and RQ max values within the groups.

**Figure 2:**
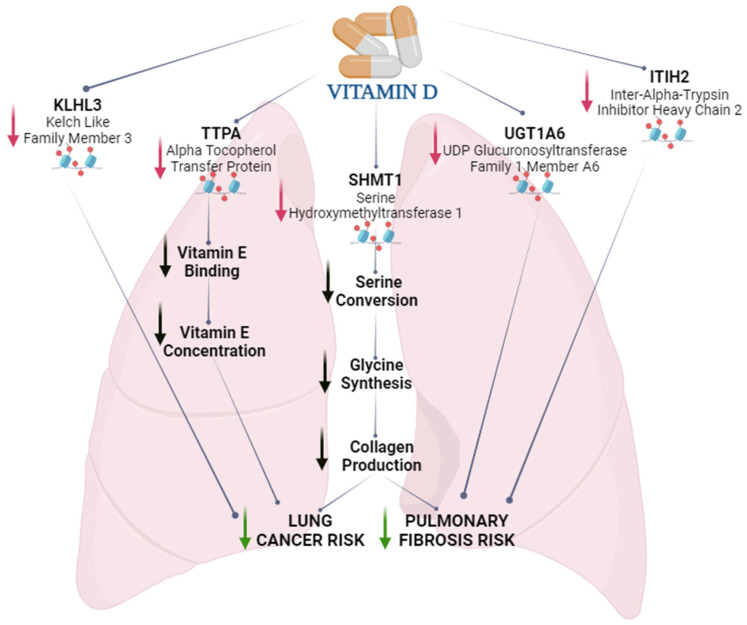
Putative molecular mechanism of the effect of increasing vitamin D intake on lung cancer and pulmonary fibrosis risks. The red and blue dots illustrate the change in gene methylation, the red arrows show decreases in gene expression, the black arrows illustrate the potential inhibition of processes, and the green arrows show the likely final effects of the changes that occurred.

**Figure 3:**
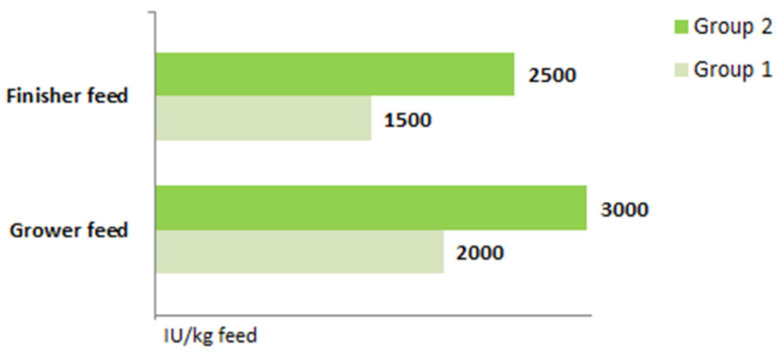
The content of cholecalciferol in the grower and finisher feeds used in the groups of animals.

**Table 1:** Similarities in the results of the mRNA-seq and methyl-seq data analyses.

Gene	mRNA-Seq		Methyl-Seq	
	Log2FoldChange	Base Mean	Meth. Diff.	Consequence
*ITIH2*	−2.164	1543.602	30.606	upstream gene
*HSD17B6*	−1.796	318.769	−32.363	intron
*CYP3A22*	−1.884	1599.78	−30.897	intron
*TTPA*	−2.297	201.53	−29.991	intron
*SHMT1*	−1.72	1007.481	−28.281	intron
*MIPEP*	−1.021	196.128	−27.29	intron
*PSMA1*	1.658	41.835	25.747	intron
*HDLBP*	−2.089	291.196	30.216	intron
*KLHL3*	−2.213	227.073	30.429	intron
*BHMT*	−2.227	1523.91	38.036	intron
*UGT1A6*	−1.603	260.41	50.914	intron

**Table 2:** Most significant results from the functional analysis of the RRBS sequencing data from the lung tissues from pigs supplemented with increased doses of cholecalciferol.

Base	Term Description	No. of Genes	Strength	FDR
GO molecular function	GTPase regulator activity	55	0.45	3.3 × 10^−7^
GO molecular function	Cytoskeletal protein binding	84	0.31	1.34 × 10^−6^
GO molecular function	Enzyme regulator activity	92	0.28	4.21 × 10^−6^
GO molecular function	Kinase binding	60	0.35	7.62 × 10^−6^
GO molecular function	Guanyl-nucleotide exchange factor activity	28	0.47	0.00025
GO molecular function	Actin binding	43	0.36	0.00031
GO biological processes	Actin filament-based process	51	0.35	0.00035
GO cellular component	Actin cytoskeleton	41	0.35	0.00072
GO biological processes	Actin cytoskeleton organization	47	0.35	0.00075

**Table 3:** Most significant results from the functional analysis of the mRNA sequencing data for the lung tissues from pigs supplemented with increased doses of cholecalciferol.

Base	Term Description	No. of Genes	Strength	FDR
KEGG	Chemical carcinogenesis	12	1.55	1.66 × 10^−12^
KEGG	Metabolism of xenobiotics by cytochrome P450	11	1.57	9.57 × 10^−12^
KEGG	Retinol metabolism	10	1.52	2.77 × 10^−10^
KEGG	Drug metabolism–cytochrome P450	9	1.5	3.59 × 10^−9^
GO biological process	Negative regulation of blood coagulation	8	1.53	2.94 × 10^−7^
GO biological process	Regulation of blood coagulation	9	1.4	2.94 × 10^−7^
GO biological process	Regulation of wound-healing	10	1.21	8.14 × 10^−7^
GO biological process	Blood coagulation	10	1.17	0.0000017
GO biological process	Retinoid metabolic process	8	1.29	7.68 × 10^−6^
KEGG	Tyrosine metabolism	5	1.34	0.00022

**Table 4:** Results of the functional analysis of the set of 11 genes identified in the RRBS and mRNA sequencing data from the lung tissues from pigs supplemented with increased doses of cholecalciferol.

Base	Term Description	No. of Genes	Strength	FDR
KEGG	Steroid hormone biosynthesis	2	2.03	0.0387
KEGG	Glycine, serine, and threonine metabolism	2	2.11	0.0387
KEGG	Retinol metabolism	2	2	0.0387

## Data Availability

The sequencing results have been deposited in the NCBI GEO database under access numbers GSE248607 (RBBS data) and GSE242293 (mRNA data).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25010464/s1.

# Supplementary material for: Changes in DNA Methylation and mRNA Expression in Lung Tissue after Long-Term Supplementation with an Increased Dose of Cholecalciferol
**Source:** Int J Mol Sci. 2023 Dec 29;25(1):464. doi: 10.3390/ijms25010464
**Supplement:** Supplementary file 1

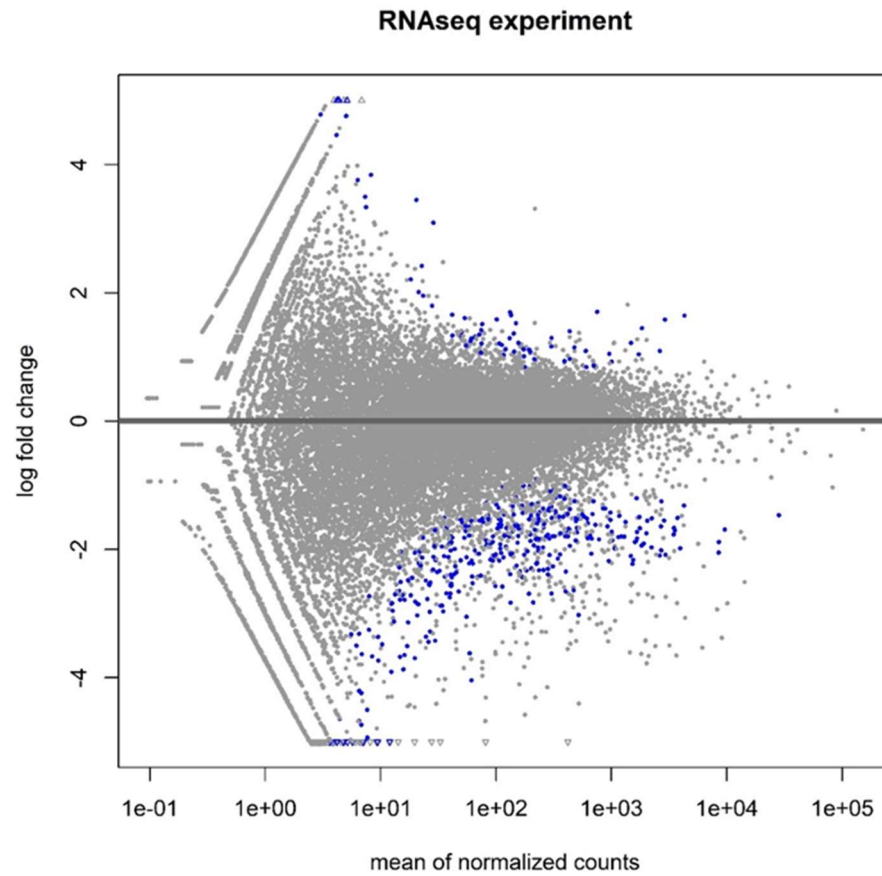

Supplementary Material Figure S1. The level of gene expression changes under the influence of increased dose of cholecalciferol. The graph shows upregulated and downregulated genes (dots). Blue dots indicate genes whose change in expression are statistically significant.

# Supplementary material for: Changes in DNA Methylation and mRNA Expression in Lung Tissue after Long-Term Supplementation with an Increased Dose of Cholecalciferol
**Source:** Int J Mol Sci. 2023 Dec 29;25(1):464. doi: 10.3390/ijms25010464
**Supplement:** Supplementary file 1

Supplementary Material Table S1. Statistics of RRBS library sequencing results.

Sample	No. of raw reads	No. of filtered reads	% of uniquely mapped reads	No. of uniquely mapped reads
10I	33503565	32846633	63,5	20846474
11II	30100643	29510435	62,6	18459212
12II	27333224	26797279	64,4	17255052
17I	38081824	37335122	64	23891231
18I	28741640	28178079	64,2	18099373
19II	24448049	23968676	65	15577415
20II	30192440	29600432	64,5	19098076
26I	28108431	27557286	63,8	17577519
27II	28756797	28192939	64	18055125
33I	30684315	30082662	65	19554099
34I	30362653	29767307	63,6	18936308
3II	28451110	27893246	64,9	18093212
41I	31913789	31288029	64,3	20132044
44II	34024361	33357217	62	20696372
51II	28699064	28136338	65,9	18528538
9I	30622687	30022243	64,8	19460751
**Average**	**30251537**	**29658370,19**	**64,15625**	**19016300,06**

# Supplementary material for: Changes in DNA Methylation and mRNA Expression in Lung Tissue after Long-Term Supplementation with an Increased Dose of Cholecalciferol
**Source:** Int J Mol Sci. 2023 Dec 29;25(1):464. doi: 10.3390/ijms25010464
**Supplement:** Supplementary file 1

Supplementary Material Table S2. Changes in methylation identified in animals receiving an increased dose of cholecalciferol.

Ensembl ID	Gene name	qvalue	meth.diff	Consequence
ENSSSCG00000038807	SCAF1	2,08198E-63	-63,52562295	intron_variant
ENSSSCG00000038264	-	1,31241E-93	-60,98862863	intron_variant
ENSSSCG00000024480	SFMBT2	8,13795E-27	-60,07235264	intron_variant
ENSSSCG00000022302	BICRA	1,2568E-48	-54,49175137	intron_variant
ENSSSCG00000016851	OSMR	1,98289E-56	-54,28938356	intron_variant
ENSSSCG00000021874	UNC5C	2,89398E-21	-53,68077551	downstream_gene_variant
ENSSSCG00000027415	WVOX	3,30438E-42	-53,27394209	intron_variant
ENSSSCG00000003115	MEIS3	1,23048E-77	-52,65734266	intron_variant
ENSSSCG00000003255	CACNG8	6,69894E-44	-51,64312039	intron_variant
ENSSSCG000000035414	XXYL1	1,57291E-23	-51,43870314	intron_variant
ENSSSCG00000010536	CNNM1	5,94097E-84	-50,93593251	intron_variant
ENSSSCG00000005711	NUP214	1,0447E-26	-50,37030506	intron_variant
ENSSSCG00000002806	MMP15	3,0209E-107	-48,66729692	upstream_gene_variant
ENSSSCG00000015729	TSN	1,88904E-66	-48,29693049	intron_variant
ENSSSCG00000006200	CPA6	3,19978E-43	-47,70036322	intron_variant
ENSSSCG000000035020	STK32B	1,13101E-17	-47,67166535	intron_variant
ENSSSCG00000006725	-	9,1427E-22	-47,40634382	intron_variant
ENSSSCG00000001535	TCP11	3,77553E-36	-46,92126851	intron_variant
ENSSSCG00000010757	EBF3	3,17899E-15	-45,74885104	intron_variant
ENSSSCG00000003229	ETFB	1,57163E-31	-45,51724138	intron_variant
ENSSSCG00000008724	ACOX3	1,05488E-27	-45,51229508	intron_variant
ENSSSCG00000002857	TDRD12	2,14206E-20	-45,12396694	upstream_gene_variant
ENSSSCG00000002314	SMOC1	3,90164E-31	-45,11771611	downstream_gene_variant
ENSSSCG000000039372	EMC10	4,33022E-22	-45,03745318	downstream_gene_variant
ENSSSCG000000017139	RPTOR	6,39448E-23	-44,72929668	intron_variant
ENSSSCG00000009222	SPARCL1	1,10817E-23	-44,61726713	intron_variant
ENSSSCG000000035045	DOCK1	1,50577E-20	-44,59160419	intron_variant
ENSSSCG00000013078	-	1,30498E-22	-44,43319838	upstream_gene_variant
ENSSSCG000000023172	-	5,20721E-26	-44,27952999	intron_variant
ENSSSCG000000042741	-	2,98568E-22	-44,19014659	intron_variant,non_coding_transcript_variant
ENSSSCG000000035136	SDCCAG8	4,571E-21	-43,98384983	intron_variant
ENSSSCG000000031706	-	3,76991E-71	-43,78480043	intron_variant
ENSSSCG000000055222	-	5,68555E-25	-43,73229796	intron_variant,non_coding_transcript_variant
ENSSSCG00000009308	LN2	9,41121E-30	-43,57774503	downstream_gene_variant
ENSSSCG00000006054	ATP6V1C1	4,10816E-24	-43,49868044	intron_variant
ENSSSCG00000015432	ATXN7L1	1,60885E-35	-43,44868382	intron_variant
ENSSSCG00000008943	SLC4A4	6,8031E-65	-43,44494233	intron_variant
ENSSSCG00000001422	C2	8,51571E-56	-43,1316409	intron_variant
ENSSSCG00000017136	TBCD	3,18604E-14	-43,09024309	intron_variant
ENSSSCG00000006355	APOA2	5,65426E-32	-43,08470997	downstream_gene_variant
ENSSSCG000000023738	COG3	9,40686E-26	-42,92590154	downstream_gene_variant
ENSSSCG000000043505	-	6,05905E-19	-42,36727222	intron_variant,non_coding_transcript_variant

ENSSSCG00000009208	HERC3	2,18293E-18	-42,3573073	intron_variant
ENSSSCG00000033733	-	1,69532E-19	-42,24805521	downstream_gene_variant
ENSSSCG00000034286	-	1,03497E-17	-42,18039547	intron_variant
ENSSSCG00000009007	TMEM131L	2,84433E-48	-41,96142611	intron_variant
ENSSSCG00000007574	SDK1	7,07101E-46	-41,8230563	intron_variant
ENSSSCG00000017475	RARA	9,23395E-37	-41,77719115	upstream_gene_variant
ENSSSCG00000028979	UVRAG	1,57654E-24	-41,66289984	intron_variant
ENSSSCG00000025984	TTLL5	3,047E-109	-41,62929764	intron_variant
ENSSSCG00000023371	EHD2	2,66812E-52	-41,57018813	intron_variant
ENSSSCG00000017018	TENM2	5,53793E-13	-41,45384411	intron_variant
ENSSSCG00000013303	ABTB2	4,88539E-17	-41,30952381	intron_variant
ENSSSCG00000016411	NOM1	1,26095E-21	-41,23435352	intron_variant
ENSSSCG00000024954	FGF1	1,77038E-34	-41,07444091	intron_variant
ENSSSCG00000012993	SLC25A45	1,33605E-26	-40,96385542	downstream_gene_variant
ENSSSCG00000021624	-	4,36547E-34	-40,9249455	upstream_gene_variant
ENSSSCG00000010585	ACTR1A	3,636E-108	-40,83956972	intron_variant
ENSSSCG00000016491	DENND11	6,87819E-16	-40,63012905	intron_variant
ENSSSCG00000009389	TRIM13	1,33184E-80	-40,55898068	intron_variant
ENSSSCG00000038417	LRRC8D	4,34049E-10	-40,53907559	intron_variant
ENSSSCG00000001577	TBC1D22B	3,5204E-14	-40,33015296	intron_variant
ENSSSCG00000020702	SENPA	2,1242E-09	-40,30501089	intron_variant
ENSSSCG00000036887	CLPB	4,75027E-08	-40,15643447	intron_variant
ENSSSCG00000026661	PTPRN2	5,14002E-21	-40,03789378	intron_variant
ENSSSCG00000012835	MUC6	1,46951E-16	-40,00666223	intron_variant
ENSSSCG00000036772	CAMTA1	4,78495E-10	-39,96321839	intron_variant
ENSSSCG00000022668	ZFP1	1,86266E-37	-39,77740534	intron_variant
ENSSSCG00000008344	ARHGAP25	1,01837E-59	-39,56920553	upstream_gene_variant
ENSSSCG00000042172	-	2,05834E-59	-39,35537802	intron_variant,non_coding_transcript_variant
ENSSSCG00000000024	PARVB	1,09846E-09	-39,16312057	intron_variant
ENSSSCG00000039713	-	6,45723E-39	-39,15305494	downstream_gene_variant
ENSSSCG00000025052	BPIFB6	4,81319E-16	-38,86908374	upstream_gene_variant
ENSSSCG00000028802	-	1,71018E-20	-38,72211974	upstream_gene_variant
ENSSSCG00000047619	-	2,60234E-19	-38,66196925	intron_variant,non_coding_transcript_variant
ENSSSCG00000016846	WDR70	2,20769E-10	-38,66098081	intron_variant
ENSSSCG00000003398	UBE4B	5,87847E-14	-38,639866	intron_variant
ENSSSCG00000000138	PVALB	1,0691E-14	-38,49889458	intron_variant
ENSSSCG00000016338	PER2	2,83026E-21	-38,33981911	intron_variant
ENSSSCG00000002868	PEPD	4,04485E-21	-38,18851205	intron_variant
ENSSSCG00000021818	ENOX1	1,13959E-11	-38,18181818	intron_variant
ENSSSCG00000032684	BOK	9,2408E-128	-37,97858833	upstream_gene_variant
ENSSSCG00000053835	-	6,16495E-18	-37,93103448	intron_variant
ENSSSCG00000021731	WWC2	1,07191E-12	-37,82212353	intron_variant
ENSSSCG00000033497	-	5,80758E-08	-37,79776373	intron_variant
ENSSSCG00000033082	HGS	2,38478E-10	-37,71228771	splice_region_variant,synonymous_variant
ENSSSCG00000014436	ARHGEF37	1,46215E-17	-37,57409941	intron_variant
ENSSSCG00000029519	CIAPIN1	3,4107E-108	-37,53214534	intron_variant

ENSSSCG00000005617	STXBP1	2,03085E-10	-37,5	intron_variant
ENSSSCG00000046219	-	5,70433E-16	-37,47540984	upstream_gene_variant
ENSSSCG00000037336	GID4	5,87157E-17	-37,37750173	downstream_gene_variant
ENSSSCG00000017790	TAOK1	3,52383E-38	-37,22978975	intron_variant
ENSSSCG00000026894	NFE2L3	8,86752E-29	-37,15744342	upstream_gene_variant
ENSSSCG00000015720	BIN1	6,87146E-15	-36,996337	intron_variant
ENSSSCG00000034086	ATP5F1C	2,02657E-13	-36,95294762	downstream_gene_variant
ENSSSCG00000002370	AREL1	9,04008E-11	-36,84196347	intron_variant
ENSSSCG00000028867	PPIL4	8,09074E-65	-36,80111098	intron_variant
ENSSSCG00000026068	GRHL1	1,30375E-23	-36,77544348	intron_variant
ENSSSCG00000056477	-	3,26208E-17	-36,77477477	non_coding_transcript_exon_variant
ENSSSCG00000031957	RIMS2	4,63468E-20	-36,64285714	intron_variant
ENSSSCG00000010701	BTBD16	5,2629E-139	-36,41072735	intron_variant
ENSSSCG00000002508	SETD3	3,88266E-09	-36,39966782	downstream_gene_variant
ENSSSCG00000012836	AP2A2	6,871E-10	-36,32034632	intron_variant
ENSSSCG00000062980	-	1,48001E-15	-36,27986822	downstream_gene_variant
ENSSSCG00000021145	AP1S1	1,67223E-50	-36,23648479	upstream_gene_variant
ENSSSCG00000034364	SPECC1	1,1538E-15	-36,18595825	intron_variant
ENSSSCG00000007244	POFUT1	6,1934E-14	-36,15886536	downstream_gene_variant
ENSSSCG00000026746	-	2,99705E-14	-36,14478114	downstream_gene_variant
ENSSSCG00000030396	SETD7	2,30173E-13	-36,13258601	intron_variant
ENSSSCG00000038977	RSBN1L	9,521E-12	-36,10325015	intron_variant
ENSSSCG00000006039	LRP12	6,83591E-17	-36,05836284	missense_variant
ENSSSCG00000055606	PLK4	2,65318E-19	-35,98421927	intron_variant
ENSSSCG00000027229	B3GNTL1	2,52318E-15	-35,96265821	intron_variant
ENSSSCG00000032381	-	1,64198E-11	-35,76236465	intron_variant
ENSSSCG00000014876	MYO7A	9,65466E-12	-35,69000288	intron_variant
ENSSSCG00000042107	-	2,35932E-77	-35,57068915	intron_variant,non_coding_transcript_variant
ENSSSCG00000046010	-	1,00023E-12	-35,43268283	downstream_gene_variant
ENSSSCG00000035456	WWC1	3,14809E-33	-35,37424454	intron_variant
ENSSSCG00000046358	SNRNP48	2,6049E-19	-35,3514487	intron_variant
ENSSSCG00000017125	FOXK2	1,92405E-07	-35,31949627	intron_variant
ENSSSCG00000013258	HARBI1	6,97076E-22	-35,28451861	intron_variant
ENSSSCG00000034723	PYCR1	9,71665E-25	-35,24398211	upstream_gene_variant
ENSSSCG00000007681	CUX1	6,60348E-23	-35,24202522	intron_variant
ENSSSCG00000010816	TGFB2	1,34453E-15	-35,0591716	intron_variant
ENSSSCG00000015645	-	1,03677E-24	-34,92056273	downstream_gene_variant
ENSSSCG00000055558	-	1,45819E-07	-34,89952719	intron_variant
ENSSSCG00000057855	-	6,86821E-12	-34,81285311	non_coding_transcript_exon_variant
ENSSSCG00000038731	STX18	2,70201E-11	-34,76760239	intron_variant
ENSSSCG00000029227	LDB2	2,36146E-12	-34,68307507	intron_variant
ENSSSCG00000026680	KCND3	4,449E-23	-34,58463677	intron_variant
ENSSSCG00000059376	EEF1AKMT1	1,8417E-14	-34,52213014	upstream_gene_variant
ENSSSCG00000013174	CTNND1	1,07414E-23	-34,50692334	intron_variant
ENSSSCG00000011234	CMTM7	2,82821E-20	-34,48545511	downstream_gene_variant
ENSSSCG00000047692	-	2,36065E-35	-34,34299877	upstream_gene_variant

ENSSSCG00000048017	-	6,88662E-14	-34,30170576	non_coding_transcript_exon_variant
ENSSSCG00000021060	RCBTB1	2,84567E-19	-34,2823121	intron_variant
ENSSSCG00000006594	SMCP	4,89936E-13	-34,25886865	5_prime_UTR_variant
ENSSSCG00000024399	EVC2	3,06018E-17	-34,24369748	intron_variant
ENSSSCG00000009393	EBPL	4,24982E-09	-34,19732441	intron_variant
ENSSSCG00000009490	DCT	5,65767E-16	-34,1140357	intron_variant
ENSSSCG00000017511	PLXDC1	8,53381E-12	-34,06606607	intron_variant
ENSSSCG00000038963	PRKX	9,80725E-12	-34,01819593	intron_variant
ENSSSCG00000000951	CSRP2	1,14416E-16	-34,01607283	intron_variant
ENSSSCG00000006956	ZC3H3	3,15081E-14	-34,00955366	intron_variant
ENSSSCG00000026161	E2F6	1,42122E-10	-33,98915315	3_prime_UTR_variant
ENSSSCG00000016098	ORC2	8,64109E-08	-33,98701413	intron_variant
ENSSSCG00000001539	PPARD	2,03891E-11	-33,95602123	intron_variant
ENSSSCG00000027407	MYH14	4,60044E-18	-33,90323991	intron_variant
ENSSSCG00000021285	RNF216	1,28103E-13	-33,80213762	intron_variant
ENSSSCG00000001555	SLC26A8	4,66338E-27	-33,75	intron_variant
ENSSSCG00000016618	CPED1	5,302E-25	-33,63386721	intron_variant
ENSSSCG00000017473	TOP2A	6,89654E-21	-33,63375131	upstream_gene_variant
ENSSSCG00000023445	AVL9	6,5338E-112	-33,60886556	intron_variant
ENSSSCG00000014891	GAB2	2,55593E-36	-33,56347222	intron_variant
ENSSSCG00000016432	PRKAG2	1,68408E-17	-33,55349516	intron_variant
ENSSSCG00000008058	KCTD5	1,86136E-25	-33,53834969	intron_variant
ENSSSCG00000007022	ANK1	4,08232E-07	-33,5039052	intron_variant
ENSSSCG00000026748	PLK1	2,2345E-41	-33,46779031	intron_variant
ENSSSCG00000005465	SUSD1	1,84312E-22	-33,38267286	intron_variant
ENSSSCG00000003823	C1orf87	3,34795E-12	-33,3479021	intron_variant
ENSSSCG00000015255	IGSF9B	1,94031E-23	-33,30818177	downstream_gene_variant
ENSSSCG00000010638	TCF7L2	2,6968E-13	-33,26355662	intron_variant
ENSSSCG00000016691	JAZF1	6,83011E-11	-33,23278029	intron_variant
ENSSSCG000000033919	DCLK1	5,6798E-10	-33,09415826	intron_variant
ENSSSCG00000014337	ETF1	1,5022E-39	-33,04253941	intron_variant
ENSSSCG000000062502	-	2,44107E-20	-33,00957107	intron_variant,non_coding_transcript_variant
ENSSSCG00000038526	FBXL18	1,10588E-11	-32,99174539	intron_variant
ENSSSCG00000009125	-	3,16938E-30	-32,97591988	intron_variant
ENSSSCG00000005935	AGO2	1,83933E-08	-32,94000064	intron_variant
ENSSSCG00000012878	IGHMBP2	2,93195E-19	-32,88888889	downstream_gene_variant
ENSSSCG00000007606	TRRAP	5,19908E-21	-32,85622292	intron_variant
ENSSSCG000000034720	IQCK	4,09908E-12	-32,82809381	intron_variant
ENSSSCG00000022312	RHPN2	7,93238E-17	-32,82025095	intron_variant
ENSSSCG00000042031	-	2,57809E-37	-32,68185756	intron_variant,non_coding_transcript_variant
ENSSSCG00000058532	-	1,58192E-12	-32,64821487	upstream_gene_variant
ENSSSCG00000000577	GYS2	5,15426E-17	-32,63291855	intron_variant
ENSSSCG00000002675	DNAAF1	1,079E-07	-32,54755997	intron_variant
ENSSSCG00000024081	NRBF2	2,00577E-22	-32,52414969	intron_variant
ENSSSCG00000009779	MPHOSPH9	1,6218E-09	-32,50310759	intron_variant
ENSSSCG00000013299	APIP	2,84635E-10	-32,48752586	intron_variant

ENSSSCG00000001097	RIPOR2	5,95885E-42	-32,48549226	intron_variant
ENSSSCG000000040713	TXLNG	5,2311E-44	-32,47144956	intron_variant
ENSSSCG000000017012	SLIT3	1,56241E-09	-32,44103042	intron_variant
ENSSSCG000000049152	-	4,84963E-21	-32,40201271	upstream_gene_variant
ENSSSCG000000011117	UPF2	8,49272E-39	-32,38583411	intron_variant
ENSSSCG000000027854	HSD17B6	2,62202E-21	-32,36303926	intron_variant
ENSSSCG000000007248	ASXL1	6,24298E-26	-32,22222222	intron_variant
ENSSSCG000000036695	IGF2BP3	1,99761E-32	-32,17605059	intron_variant
ENSSSCG000000055622	-	1,55934E-11	-32,15746192	intron_variant,non_coding_transcript_variant
ENSSSCG000000032814	DNAH7	8,18049E-12	-32,13564214	upstream_gene_variant
ENSSSCG000000008512	TTC27	1,64898E-17	-32,11058131	intron_variant
ENSSSCG000000003898	MKNK1	2,57567E-08	-32,10526316	intron_variant
ENSSSCG000000016716	GSDME	1,57892E-18	-32,07662215	intron_variant
ENSSSCG000000001862	ETFA	8,36469E-42	-32,0140115	intron_variant
ENSSSCG000000059723	-	3,68115E-14	-31,99767712	intron_variant,non_coding_transcript_variant
ENSSSCG000000048250	-	1,87079E-49	-31,96662652	intron_variant,non_coding_transcript_variant
ENSSSCG000000059578	C16orf74	6,83202E-09	-31,89215448	downstream_gene_variant
ENSSSCG000000018049	PRPSAP2	2,37251E-13	-31,87041293	intron_variant
ENSSSCG000000036169	UMAD1	2,2585E-14	-31,85840708	intron_variant
ENSSSCG000000029474	AVEN	3,6402E-24	-31,80180303	intron_variant
ENSSSCG000000052507	-	5,18765E-17	-31,73278657	upstream_gene_variant
ENSSSCG000000025711	-	2,82163E-17	-31,69104657	intron_variant
ENSSSCG000000014881	CLNS1A	5,29655E-21	-31,68610817	intron_variant
ENSSSCG000000060643	-	5,18169E-15	-31,67230121	upstream_gene_variant
ENSSSCG000000028925	CEP95	1,76093E-23	-31,63962679	intron_variant
ENSSSCG000000000665	RIMKLB	7,12824E-20	-31,63391996	intron_variant
ENSSSCG000000011112	CDC123	3,66334E-54	-31,63215321	intron_variant
ENSSSCG000000025514	RUFY3	5,02958E-13	-31,61733162	intron_variant
ENSSSCG000000016008	CWC22	2,08872E-39	-31,61613426	intron_variant
ENSSSCG000000035371	CSGALNACT1	5,3658E-12	-31,57194995	intron_variant
ENSSSCG000000057567	-	5,47573E-31	-31,55419347	downstream_gene_variant
ENSSSCG000000033674	PRKCB	1,48252E-15	-31,51913876	intron_variant
ENSSSCG000000002495	SYNE3	2,09549E-26	-31,47133546	intron_variant
ENSSSCG000000062275	-	6,17883E-11	-31,46929825	intron_variant
ENSSSCG000000058289	-	2,67342E-14	-31,45961266	upstream_gene_variant
ENSSSCG000000028359	BST1	9,26247E-30	-31,37760328	downstream_gene_variant
ENSSSCG000000006475	IQGAP3	9,95598E-17	-31,35119223	intron_variant
ENSSSCG000000005740	SARDH	3,84163E-13	-31,27335912	intron_variant
ENSSSCG000000005743	VAV2	8,62286E-32	-31,26425335	intron_variant
ENSSSCG000000031628	PRPH2	1,61335E-28	-31,2261107	intron_variant
ENSSSCG000000033221	-	5,08673E-07	-31,1965812	upstream_gene_variant
ENSSSCG000000016532	WDR91	2,67603E-22	-31,17647059	intron_variant
ENSSSCG000000037174	ASMTL	1,62583E-13	-31,14917127	intron_variant
ENSSSCG000000052785	-	5,52569E-09	-31,06344489	downstream_gene_variant
ENSSSCG000000003314	NLRP11	1,66452E-19	-30,99672081	downstream_gene_variant
ENSSSCG000000010563	BTRC	5,49369E-31	-30,93579109	intron_variant

ENSSSCG00000023320	-	9,54716E-17	-30,89712416	intron_variant
ENSSSCG00000008428	MSH2	1,48002E-17	-30,87301587	intron_variant
ENSSSCG00000036837	HS3ST4	1,40816E-17	-30,80580016	intron_variant
ENSSSCG00000028723	CCDC102A	6,67075E-17	-30,71762323	intron_variant
ENSSSCG00000024158	ANO1	2,23815E-13	-30,70174495	intron_variant
ENSSSCG00000060726	-	4,59296E-10	-30,63476199	intron_variant,non_coding_transcript_variant
ENSSSCG00000032971	SMC1B	1,81644E-11	-30,62187218	intron_variant
ENSSSCG00000054550	-	2,65774E-10	-30,57960382	upstream_gene_variant
ENSSSCG00000001987	RIPK3	1,47937E-15	-30,4930569	upstream_gene_variant
ENSSSCG00000033204	-	6,28151E-07	-30,45033383	3_prime_UTR_variant
ENSSSCG00000026041	MAP3K5	4,14432E-30	-30,43521986	intron_variant
ENSSSCG00000010655	GFRA1	5,87497E-19	-30,43478261	intron_variant
ENSSSCG00000022661	FCHO2	3,28532E-08	-30,38058041	intron_variant
ENSSSCG00000044127	-	3,6214E-15	-30,37545788	intron_variant
ENSSSCG00000017918	ARRB2	6,31584E-09	-30,22269087	3_prime_UTR_variant
ENSSSCG00000022553	TNRC18	5,62193E-12	-30,21745884	intron_variant
ENSSSCG00000017534	HOXB3	1,08439E-07	-30,12675668	upstream_gene_variant
ENSSSCG00000011313	LIMD1	5,99759E-29	-30,11896552	intron_variant
ENSSSCG00000022398	NUCKS1	9,46354E-08	-30,06680865	upstream_gene_variant
ENSSSCG00000030424	USP31	2,02582E-10	-30,05783561	intron_variant
ENSSSCG00000015632	-	1,21791E-14	-30,02530126	downstream_gene_variant
ENSSSCG000000061065	-	1,7081E-07	-29,99691786	intron_variant
ENSSSCG00000058048	TTPA	1,31167E-32	-29,99097709	intron_variant
ENSSSCG00000038296	SH3RF3	2,42595E-12	-29,9768215	intron_variant
ENSSSCG00000003921	ZSWIM5	3,77234E-15	-29,96804957	intron_variant
ENSSSCG00000017172	ST6GALNAC1	2,86816E-19	-29,91728242	intron_variant
ENSSSCG00000001499	DST	1,2246E-13	-29,88317278	intron_variant
ENSSSCG00000011176	SUSD4	7,7727E-14	-29,87064677	intron_variant
ENSSSCG00000002859	ANKRD27	3,37772E-09	-29,84290574	intron_variant
ENSSSCG00000040673	TMEM140	4,16573E-13	-29,83974818	intron_variant
ENSSSCG00000004311	RNGTT	8,46598E-13	-29,81283422	intron_variant
ENSSSCG00000025243	SGIP1	5,64321E-13	-29,80840088	intron_variant
ENSSSCG00000015082	DSCAML1	6,60611E-06	-29,70787795	intron_variant
ENSSSCG00000025221	PAXIP1	7,52351E-08	-29,64709022	intron_variant
ENSSSCG00000016403	VIPR2	1,84818E-07	-29,53953511	intron_variant
ENSSSCG00000000693	NCAPD2	1,26806E-09	-29,50843017	intron_variant
ENSSSCG00000056681	-	9,83264E-20	-29,48277455	non_coding_transcript_exon_variant
ENSSSCG00000002552	TDRD9	2,76031E-09	-29,48176157	intron_variant
ENSSSCG00000026196	FAM13A	2,19175E-06	-29,48116415	intron_variant
ENSSSCG00000033175	SASH1	1,68392E-08	-29,45286381	missense_variant
ENSSSCG00000038285	KLHL36	7,12387E-06	-29,44705269	intron_variant
ENSSSCG00000001595	DAAM2	1,80712E-11	-29,41798942	intron_variant
ENSSSCG00000006730	MAN1A2	2,21516E-30	-29,41401122	intron_variant
ENSSSCG00000010824	RAB3GAP2	2,35171E-10	-29,37062937	downstream_gene_variant
ENSSSCG00000014101	AP3B1	1,09485E-10	-29,36233246	intron_variant
ENSSSCG00000036096	-	2,31503E-09	-29,35842601	downstream_gene_variant

ENSSSCG00000036002	TGIF2	1,16263E-09	-29,33127906	intron_variant
ENSSSCG00000016674	MINDY4	4,44181E-09	-29,31789737	intron_variant
ENSSSCG00000005742	DBH	2,07923E-06	-29,31061034	intron_variant
ENSSSCG00000001052	PHACTR1	4,4849E-08	-29,28691679	intron_variant
ENSSSCG00000020671	SLC18A2	1,01104E-12	-29,25670498	intron_variant
ENSSSCG00000037764	POU6F2	8,18911E-17	-29,2380325	intron_variant
ENSSSCG00000035103	PIGL	1,76848E-15	-29,23485184	intron_variant
ENSSSCG00000021769	ZNF341	8,82073E-17	-29,21393321	intron_variant
ENSSSCG00000007100	SLC24A3	3,18104E-12	-29,21052632	intron_variant
ENSSSCG00000021519	CPNE2	9,99586E-11	-29,21051433	intron_variant
ENSSSCG00000014894	TENM4	1,62016E-07	-29,20145191	intron_variant
ENSSSCG00000012848	EPS8L2	1,21401E-29	-29,18075595	intron_variant
ENSSSCG00000033689	GPS1	4,8027E-06	-29,17518746	missense_variant
ENSSSCG00000016318	ASB18	4,76748E-13	-29,17436917	intron_variant
ENSSSCG00000002872	GARRE1	7,68074E-20	-29,16359074	intron_variant
ENSSSCG00000062876	SLC25A30	9,61402E-13	-29,12732159	downstream_gene_variant
ENSSSCG00000016834	LMBRD2	1,92269E-10	-29,09455598	downstream_gene_variant
ENSSSCG00000007944	CORO7	3,39684E-16	-29,08727248	intron_variant
ENSSSCG00000007179	STK35	6,64461E-31	-29,02801601	upstream_gene_variant
ENSSSCG00000000139	IFT27	1,10759E-26	-29,02753639	intron_variant
ENSSSCG00000039647	EIF3F	1,91989E-05	-29,01785714	downstream_gene_variant
ENSSSCG00000007247	KIF3B	5,38376E-17	-28,92531198	upstream_gene_variant
ENSSSCG00000000137	NCF4	1,25113E-45	-28,91527236	downstream_gene_variant
ENSSSCG00000015246	ST14	1,58086E-38	-28,88855907	intron_variant
ENSSSCG00000002664	GSE1	5,20721E-27	-28,86474934	intron_variant
ENSSSCG00000044139	-	2,34451E-83	-28,84868754	intron_variant,non_coding_transcript_variant
ENSSSCG00000053358	RAB40B	1,30021E-40	-28,82191758	intron_variant
ENSSSCG00000038949	NALCN	7,76445E-11	-28,79319193	intron_variant
ENSSSCG00000016237	DOCK10	9,18658E-10	-28,72829351	intron_variant
ENSSSCG00000036178	CCDC167	2,90973E-54	-28,72458387	upstream_gene_variant
ENSSSCG00000026409	TYR	1,3948E-16	-28,70551671	intron_variant
ENSSSCG00000060583	-	2,39379E-10	-28,70239187	downstream_gene_variant
ENSSSCG00000004561	HERC1	3,60871E-24	-28,69343845	intron_variant
ENSSSCG00000009142	SEC24B	7,37091E-17	-28,69276966	intron_variant
ENSSSCG00000002243	SLC12A6	1,09973E-20	-28,58731151	intron_variant
ENSSSCG00000016442	AOC1	6,78664E-10	-28,58516649	upstream_gene_variant
ENSSSCG00000026996	-	8,10743E-23	-28,58249564	intron_variant
ENSSSCG00000005291	TLE1	1,40875E-26	-28,57966841	intron_variant
ENSSSCG00000000682	GNB3	1,39698E-22	-28,57142857	intron_variant
ENSSSCG00000038811	MOB3B	3,38206E-06	-28,53048463	intron_variant
ENSSSCG00000023785	TMEM156	5,28204E-12	-28,50126112	downstream_gene_variant
ENSSSCG00000027349	TBC1D14	3,47251E-21	-28,45692453	intron_variant
ENSSSCG00000008018	MAPK8IP3	1,56889E-17	-28,43396116	intron_variant
ENSSSCG00000032659	ASMT	2,59876E-09	-28,42485109	upstream_gene_variant
ENSSSCG00000046928	-	4,5867E-46	-28,36564192	intron_variant,non_coding_transcript_variant
ENSSSCG00000002718	FA2H	1,20519E-18	-28,36120401	intron_variant

ENSSSCG00000031776	-	2,79172E-06	-28,32822086	intron_variant
ENSSSCG00000040207	P2RY2	7,32173E-06	-28,30410607	intron_variant
ENSSSCG00000037645	COTL1	4,30068E-06	-28,3033427	intron_variant
ENSSSCG00000036208	SHMT1	2,66207E-15	-28,28128967	intron_variant
ENSSSCG00000033544	NTF3	2,63425E-05	-28,26560232	intron_variant
ENSSSCG00000009230	WDFY3	1,44559E-41	-28,24352794	intron_variant
ENSSSCG00000008803	ATP8A1	3,06061E-07	-28,23848238	upstream_gene_variant
ENSSSCG00000057105	PRPS2	2,14544E-08	-28,23727221	intron_variant
ENSSSCG00000017783	MYO18A	2,72885E-08	-28,2037769	intron_variant
ENSSSCG00000046151	-	2,52872E-14	-28,17267121	intron_variant,non_coding_transcript_variant
ENSSSCG00000014088	IQGAP2	1,02297E-08	-28,1598979	intron_variant
ENSSSCG00000007955	CLUAP1	2,7248E-08	-28,15610267	intron_variant
ENSSSCG00000008986	SEPTIN11	5,66573E-17	-28,13444109	intron_variant
ENSSSCG00000022190	UBE2V2	1,45544E-08	-28,0955374	intron_variant
ENSSSCG00000060130	-	6,46104E-07	-28,06441012	non_coding_transcript_exon_variant
ENSSSCG00000040107	GMEB2	5,25316E-09	-28,03484321	intron_variant
ENSSSCG00000055574	-	3,46723E-28	-28,01446945	intron_variant,non_coding_transcript_variant
ENSSSCG00000023235	MAN1C1	2,10269E-08	-28,00556642	intron_variant
ENSSSCG00000003405	PEX14	1,81976E-07	-27,99555757	intron_variant
ENSSSCG00000007501	BMP7	5,22134E-07	-27,97959184	intron_variant
ENSSSCG00000009543	-	3,19366E-05	-27,94117647	intron_variant
ENSSSCG00000042093	-	6,7613E-17	-27,93528412	downstream_gene_variant
ENSSSCG00000031946	GPC5	5,75289E-44	-27,93021134	intron_variant
ENSSSCG00000062261	U6	0,000541167	-27,90273556	upstream_gene_variant
ENSSSCG00000063182	-	7,96254E-15	-27,85931638	downstream_gene_variant
ENSSSCG00000063378	STPG4	1,14047E-24	-27,82789103	downstream_gene_variant
ENSSSCG00000053428	-	1,00703E-59	-27,65435121	downstream_gene_variant
ENSSSCG00000008563	KCNK3	5,91995E-08	-27,65257698	intron_variant
ENSSSCG00000016570	TSPAN33	2,76175E-12	-27,64400426	upstream_gene_variant
ENSSSCG00000011104	CUL2	1,30103E-10	-27,63758353	downstream_gene_variant
ENSSSCG00000008043	TRAF7	1,65822E-11	-27,63254039	intron_variant
ENSSSCG00000009019	RPS3A	2,58371E-06	-27,62237762	intron_variant
ENSSSCG00000054203	-	9,61497E-13	-27,57355171	upstream_gene_variant
ENSSSCG00000037318	TRABD2B	2,72874E-10	-27,56756757	intron_variant
ENSSSCG00000000486	NUP107	1,6755E-14	-27,51644503	intron_variant
ENSSSCG00000011101	ITGB1	1,70669E-07	-27,49423847	intron_variant
ENSSSCG00000061951	-	1,61314E-10	-27,48702743	intron_variant,non_coding_transcript_variant
ENSSSCG00000021490	PRDM16	1,97083E-08	-27,45150146	intron_variant
ENSSSCG00000027568	BLK	5,51295E-11	-27,4377805	intron_variant
ENSSSCG00000049255	-	3,79037E-16	-27,4305444	intron_variant,non_coding_transcript_variant
ENSSSCG00000016334	SCLY	5,0936E-11	-27,39798157	intron_variant
ENSSSCG00000054246	-	3,37614E-12	-27,37894144	downstream_gene_variant
ENSSSCG00000023992	CEP112	1,90203E-09	-27,35868093	intron_variant
ENSSSCG00000007915	TMEM114	5,7236E-10	-27,33031674	intron_variant
ENSSSCG00000013276	PRDM11	4,39687E-05	-27,32854148	intron_variant
ENSSSCG00000006888	SLC44A3	3,96098E-05	-27,31712732	intron_variant

ENSSSCG00000022168	APBB2	2,06607E-37	-27,3164016	intron_variant
ENSSSCG00000002708	TMEM231	1,7689E-16	-27,3046398	intron_variant
ENSSSCG00000060437	-	5,51004E-08	-27,2955875	non_coding_transcript_exon_variant
ENSSSCG00000009290	MIPEP	1,17654E-30	-27,29044834	intron_variant
ENSSSCG00000040639	THAP12	1,18469E-44	-27,20781226	intron_variant
ENSSSCG00000015885	PLA2R1	1,03014E-57	-27,20303041	intron_variant
ENSSSCG00000051558	SYCP2L	2,41054E-22	-27,15927395	intron_variant
ENSSSCG00000044219	-	4,90905E-07	-27,14187665	upstream_gene_variant
ENSSSCG00000056189	-	5,86941E-07	-27,13785287	non_coding_transcript_exon_variant
ENSSSCG00000035243	RAB27B	1,95805E-09	-27,05170924	intron_variant
ENSSSCG00000005699	HMCN2	1,94448E-05	-26,96585366	intron_variant
ENSSSCG00000013457	DOT1L	1,90634E-18	-26,88651935	intron_variant
ENSSSCG00000009495	-	6,19814E-17	-26,88645545	intron_variant
ENSSSCG00000018027	-	7,9895E-08	-26,88179636	downstream_gene_variant
ENSSSCG00000032967	CACNB3	1,54341E-06	-26,85618729	upstream_gene_variant
ENSSSCG00000007500	-	4,71968E-05	-26,816369	downstream_gene_variant
ENSSSCG00000009957	MYO18B	1,35515E-06	-26,81126203	intron_variant
ENSSSCG00000009270	IFT88	2,91061E-33	-26,78373561	intron_variant
ENSSSCG00000025629	COLEC11	2,05832E-08	-26,7674468	downstream_gene_variant
ENSSSCG00000006037	OXR1	3,00777E-56	-26,74016135	intron_variant
ENSSSCG00000000396	STAT2	1,79711E-25	-26,73312603	downstream_gene_variant
ENSSSCG00000056614	-	1,01208E-10	-26,71960739	non_coding_transcript_exon_variant
ENSSSCG00000035196	BTBD8	3,40793E-22	-26,69360827	intron_variant
ENSSSCG00000015866	FMNL2	1,04991E-55	-26,69020182	intron_variant
ENSSSCG00000002037	CDH24	6,74425E-34	-26,65765004	intron_variant
ENSSSCG00000040538	WDFY2	6,26248E-16	-26,58063121	intron_variant
ENSSSCG00000029507	RASGEF1B	2,07061E-16	-26,55587006	downstream_gene_variant
ENSSSCG00000001391	CCHCR1	2,61457E-36	-26,54523943	upstream_gene_variant
ENSSSCG00000031988	MYOCD	0,000239521	-26,52628604	intron_variant
ENSSSCG00000011552	TTLL3	6,7883E-11	-26,5164107	intron_variant
ENSSSCG00000039056	GAS7	9,04753E-20	-26,50201397	intron_variant
ENSSSCG00000023710	REEP1	5,01814E-16	-26,46987425	intron_variant
ENSSSCG00000006767	MAGI3	4,79253E-09	-26,45903571	intron_variant
ENSSSCG00000024754	BBS9	4,63751E-10	-26,43486544	intron_variant
ENSSSCG00000023357	-	1,63456E-07	-26,42439974	upstream_gene_variant
ENSSSCG00000014136	VCAN	3,79262E-20	-26,4074635	intron_variant
ENSSSCG00000003396	CLSTN1	1,80499E-07	-26,36554622	intron_variant
ENSSSCG00000017104	NSUN2	5,6353E-06	-26,36363636	intron_variant
ENSSSCG00000016845	NUP155	6,20011E-24	-26,35498896	intron_variant
ENSSSCG00000023907	AFAP1	4,20862E-07	-26,34408602	intron_variant
ENSSSCG00000023669	SNORD30	1,33227E-06	-26,34016237	upstream_gene_variant
ENSSSCG00000037539	SORCS2	7,8486E-08	-26,30397237	intron_variant
ENSSSCG00000031782	ARL3	5,87479E-10	-26,2847181	intron_variant
ENSSSCG00000059490	-	3,79486E-10	-26,28148475	upstream_gene_variant
ENSSSCG00000013110	TMEM109	4,37654E-17	-26,22553854	intron_variant
ENSSSCG00000008183	MRPL30	7,19711E-20	-26,22257278	intron_variant

ENSSSCG00000027846	RRP15	2,35566E-07	-26,21096631	intron_variant
ENSSSCG00000048633	-	3,05729E-22	-26,16902825	non_coding_transcript_exon_variant
ENSSSCG00000016824	RAI14	3,33411E-07	-26,15384615	intron_variant
ENSSSCG00000034776	TAF45	9,69487E-09	-26,11084016	intron_variant
ENSSSCG00000012072	DSCAM	2,8885E-08	-26,10488246	intron_variant
ENSSSCG000000061647	CASQ2	6,26717E-08	-26,10011001	3_prime_UTR_variant
ENSSSCG00000017213	JPT1	1,29077E-07	-26,0925302	intron_variant
ENSSSCG00000057278	-	0,000133506	-26,08678344	intron_variant,non_coding_transcript_variant
ENSSSCG00000009012	TMEM154	4,14685E-05	-26,07931727	upstream_gene_variant
ENSSSCG000000055213	GNA12	7,69708E-11	-26,07207716	intron_variant
ENSSSCG00000013388	PDE3B	1,22452E-10	-26,04835314	intron_variant
ENSSSCG00000016412	LMBR1	5,45609E-32	-26,02365691	intron_variant
ENSSSCG00000027115	-	4,45132E-08	-26,02341877	intron_variant
ENSSSCG00000016970	-	2,92555E-06	-26,01398601	intron_variant
ENSSSCG00000004018	AFDN	2,61972E-13	-26,00872144	intron_variant
ENSSSCG00000036990	DIO3	2,11178E-15	-25,99422216	intron_variant
ENSSSCG00000058255	-	7,05243E-07	-25,97114708	intron_variant
ENSSSCG00000010052	BCR	2,60318E-10	-25,9088463	intron_variant
ENSSSCG00000039952	ZFAND3	1,247E-05	-25,89481774	intron_variant
ENSSSCG00000022618	CMTM8	1,49821E-05	-25,89473684	intron_variant
ENSSSCG00000014399	ARHGAP26	4,06709E-20	-25,89401893	intron_variant
ENSSSCG00000009568	ZMYM5	8,32994E-86	-25,88431944	upstream_gene_variant
ENSSSCG00000035357	BCL2L1	1,57998E-06	-25,86206897	intron_variant
ENSSSCG00000010894	TP53BP2	2,10456E-07	-25,85110363	intron_variant
ENSSSCG00000005751	COL5A1	4,73705E-11	-25,84616109	intron_variant
ENSSSCG00000000002	-	5,82452E-19	-25,84198331	intron_variant
ENSSSCG00000054314	-	2,17197E-08	-25,83471302	upstream_gene_variant
ENSSSCG00000011872	SEMA5B	1,07513E-22	-25,79769068	intron_variant
ENSSSCG00000007010	ZMAT4	1,37307E-28	-25,74078535	intron_variant
ENSSSCG00000023151	GRIN2C	1,0337E-49	-25,73384571	intron_variant
ENSSSCG00000008499	STRN	7,04619E-08	-25,72776809	intron_variant
ENSSSCG000000058470	MYL12B	5,67087E-13	-25,70654734	downstream_gene_variant
ENSSSCG00000008991	FRAS1	7,63321E-58	-25,67748624	intron_variant
ENSSSCG00000014813	PHOX2A	1,06289E-11	-25,66609791	intron_variant
ENSSSCG00000007917	RBFOX1	6,47727E-08	-25,63230241	intron_variant
ENSSSCG00000009298	CDK8	0,000108384	-25,60256633	downstream_gene_variant
ENSSSCG00000053473	-	3,74828E-09	-25,59656287	intron_variant
ENSSSCG00000030947	ZFAT	2,42048E-22	-25,52358761	upstream_gene_variant
ENSSSCG00000021132	PLD5	4,66856E-08	-25,52146465	intron_variant
ENSSSCG00000033452	-	8,36178E-19	-25,51662174	intron_variant
ENSSSCG00000037298	-	9,06682E-07	-25,45274635	upstream_gene_variant
ENSSSCG00000055832	AFF3	2,31467E-45	-25,44505789	intron_variant
ENSSSCG00000012435	MAGT1	7,59764E-24	-25,44416688	intron_variant
ENSSSCG00000033809	IFITM10	2,72308E-07	-25,4257975	intron_variant
ENSSSCG00000040162	NUPR1	8,00381E-14	-25,4210091	upstream_gene_variant
ENSSSCG00000026579	LEKR1	8,04425E-06	-25,41191794	intron_variant

ENSSSCG00000025203	KNOP1	1,41596E-34	-25,40777335	missense_variant
ENSSSCG00000036549	DPYSL3	5,7551E-10	-25,38426865	intron_variant
ENSSSCG00000011616	COPG1	1,44013E-08	-25,36644589	intron_variant
ENSSSCG00000002516	WARS1	1,34021E-22	-25,31599613	upstream_gene_variant
ENSSSCG00000009896	BICDL1	6,65626E-09	-25,30959752	intron_variant
ENSSSCG00000012021	MRPL39	2,63412E-13	-25,28033228	intron_variant
ENSSSCG00000008730	DRD5	1,48545E-06	-25,25044723	upstream_gene_variant
ENSSSCG00000000748	IQSEC3	4,25893E-10	-25,25020058	intron_variant
ENSSSCG00000008464	MTA3	4,92964E-06	-25,2415198	intron_variant
ENSSSCG00000012817	FUNDC2	1,14813E-14	-25,23741491	3_prime_UTR_variant
ENSSSCG00000007264	CDK5RAP1	1,2718E-14	-25,23548637	upstream_gene_variant
ENSSSCG00000030095	ZBTB16	2,45213E-06	-25,22605083	intron_variant
ENSSSCG00000009754	TMEM132B	3,16265E-50	-25,20380958	intron_variant
ENSSSCG00000004843	TRPM1	6,45563E-06	-25,19721794	intron_variant
ENSSSCG00000013363	LDHC	2,16221E-05	-25,18939394	intron_variant
ENSSSCG00000003433	PLOD1	3,95962E-08	-25,18204948	intron_variant
ENSSSCG00000023001	CCDC149	2,936E-22	-25,17424191	upstream_gene_variant
ENSSSCG00000013316	WT1	1,10681E-13	-25,16516517	intron_variant
ENSSSCG00000023793	NUP42	1,31324E-07	-25,15273502	intron_variant
ENSSSCG00000029541	PSD2	1,19263E-10	-25,12195122	intron_variant
ENSSSCG00000014203	MCC	9,43921E-06	-25,12154827	intron_variant
ENSSSCG00000013298	PDHX	5,20702E-08	-25,1188345	intron_variant
ENSSSCG00000015446	PNPLA8	1,10608E-38	-25,11823919	intron_variant
ENSSSCG00000010971	ARID3C	6,07611E-22	-25,11635423	upstream_gene_variant
ENSSSCG00000007575	RADIL	4,78464E-13	-25,09787938	intron_variant
ENSSSCG00000010664	ENO4	8,62284E-12	-25,09340481	intron_variant
ENSSSCG00000001234	TRIM10	8,23911E-15	-25,08074396	upstream_gene_variant
ENSSSCG00000033272	DNAJB6	1,11708E-11	-25,06583992	intron_variant
ENSSSCG00000040650	KCNH1	0,000416434	-25,04504505	intron_variant
ENSSSCG00000040288	ARNT2	1,99236E-08	-25,04325304	intron_variant
ENSSSCG00000053446	-	1,59094E-81	-25,03680018	non_coding_transcript_exon_variant
ENSSSCG00000026110	SRPK2	2,61229E-23	25,00516011	intron_variant
ENSSSCG00000011416	DOCK3	1,6139E-07	25,00537288	3_prime_UTR_variant
ENSSSCG00000043116	-	6,63007E-10	25,0070028	downstream_gene_variant
ENSSSCG00000003712	OSBPL1A	5,06195E-07	25,00842602	intron_variant
ENSSSCG00000031423	UPK3A	5,32369E-07	25,01906941	intron_variant
ENSSSCG00000002464	PRIMA1	0,00030521	25,02422872	intron_variant
ENSSSCG00000017732	ZNF207	3,29028E-12	25,03275681	intron_variant
ENSSSCG00000016763	GLI3	3,72563E-06	25,04860423	intron_variant
ENSSSCG000000061230	-	3,4806E-13	25,06067664	upstream_gene_variant
ENSSSCG00000034844	TBCE	7,49923E-07	25,06865349	intron_variant
ENSSSCG00000009432	DGKD	2,96354E-44	25,06998679	intron_variant
ENSSSCG00000003377	ACOT7	2,82825E-05	25,07260651	intron_variant
ENSSSCG00000016510	UBN2	1,86629E-25	25,0950899	intron_variant
ENSSSCG00000009431	DGKH	1,70413E-07	25,108857	intron_variant
ENSSSCG00000017265	AXIN2	3,75398E-05	25,12388347	intron_variant

ENSSSCG00000015430	RINT1	2,74555E-12	25,12825296	intron_variant
ENSSSCG00000039751	NLRC5	6,60819E-06	25,14103862	intron_variant
ENSSSCG00000014794	NUP98	3,09104E-12	25,14335369	intron_variant
ENSSSCG00000001049	HIVEP1	1,2662E-10	25,16845613	intron_variant
ENSSSCG00000034767	LAMA1	1,13168E-07	25,2	intron_variant
ENSSSCG000000063417	-	1,26518E-08	25,20748277	intron_variant
ENSSSCG00000005587	NEK6	1,91298E-08	25,21748913	intron_variant
ENSSSCG00000035421	ATP8A2	1,61107E-17	25,22881278	intron_variant
ENSSSCG00000031738	COL24A1	4,54775E-73	25,23540732	intron_variant
ENSSSCG00000035929	-	0,00011572	25,23825967	intron_variant
ENSSSCG00000052178	-	3,35205E-82	25,25083886	synonymous_variant
ENSSSCG00000025355	ZNF146	4,45288E-18	25,2524292	intron_variant
ENSSSCG00000034763	IRS2	1,22432E-08	25,26359833	intron_variant
ENSSSCG00000002968	-	8,33991E-10	25,26840548	upstream_gene_variant
ENSSSCG00000049777	-	2,4645E-20	25,26841708	upstream_gene_variant
ENSSSCG00000036716	RPL37A	2,50178E-08	25,2718083	downstream_gene_variant
ENSSSCG00000023125	CNTNAP4	7,57071E-05	25,27557467	intron_variant
ENSSSCG00000035854	RAB11FIP3	2,37792E-09	25,27654386	intron_variant
ENSSSCG00000017126	NARF	2,33284E-18	25,279334	intron_variant
ENSSSCG00000021562	PLXNA4	0,000164088	25,28813559	intron_variant
ENSSSCG00000011121	-	2,24121E-05	25,29158993	intron_variant
ENSSSCG00000001680	ABCC10	1,72776E-08	25,2980253	upstream_gene_variant
ENSSSCG00000017735	RHOT1	3,83341E-20	25,29894172	intron_variant
ENSSSCG00000011183	ATP2C1	2,28104E-17	25,30462185	intron_variant
ENSSSCG00000025357	LDAH	3,02314E-13	25,30669345	intron_variant
ENSSSCG00000031174	FBP1	2,18795E-11	25,30925808	upstream_gene_variant
ENSSSCG00000022638	ATP12A	5,90742E-10	25,31601473	intron_variant
ENSSSCG00000024083	U6	2,05603E-05	25,32237989	downstream_gene_variant
ENSSSCG00000033093	RGS6	2,25298E-12	25,32394522	intron_variant
ENSSSCG00000008898	-	0,000176182	25,33815965	upstream_gene_variant
ENSSSCG00000004454	ME1	3,12408E-11	25,33826196	downstream_gene_variant
ENSSSCG00000059435	RNF24	4,63468E-20	25,34126386	intron_variant
ENSSSCG00000000020	PHF21B	5,02287E-14	25,3530683	intron_variant
ENSSSCG00000053371	NLRP2B	6,95726E-06	25,35457939	downstream_gene_variant
ENSSSCG00000062649	-	1,30071E-32	25,36645569	non_coding_transcript_exon_variant
ENSSSCG00000031717	ADCY8	3,24778E-12	25,37450563	intron_variant
ENSSSCG0000003640	GRIK3	0,000774942	25,42024014	intron_variant
ENSSSCG00000047974	-	5,48428E-07	25,42128069	intron_variant,non_coding_transcript_variant
ENSSSCG00000015607	HHAT	1,34693E-06	25,42136003	intron_variant
ENSSSCG00000056837	-	2,735E-08	25,42903099	intron_variant,non_coding_transcript_variant
ENSSSCG00000038231	ABCD4	1,08698E-05	25,43859649	intron_variant
ENSSSCG00000026229	-	7,60365E-05	25,44281894	intron_variant
ENSSSCG00000009768	TCTN2	2,58688E-20	25,45235251	intron_variant
ENSSSCG00000059747	NKAIN3	7,05335E-32	25,4528991	intron_variant
ENSSSCG00000014252	PRRC1	8,31327E-10	25,49450549	missense_variant
ENSSSCG00000016125	INO80D	2,13998E-11	25,50279394	intron_variant

How the deposited data were processed for this re-analysis (not part of the article)

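Lung mRNA of 9 pigs was analysed, 4 on the standard dose (replicates 9, 17, 33 and 41) and 5 on the increased dose (replicates 3, 19, 27, 51 and 59) of cholecalciferol, with 1 library per animal and no pooled replicates. RNA had been taken from 10 animals, and the authors rejected 1 library. Replicates are named by the numbers of the animals in the sample titles. For replicate 33 the title and Supplementary Table S3 give 33, but the sample's description and the name of its column give 31, and the title was followed. The authors checked the reads with FastQC 11.8, trimmed them with FLEXBAR 3.5.0, mapped them with TopHat 2.1.1 to Sscrofa11.1, and counted them per gene with HTSeq-count 0.11.1 and Ensembl annotation 96, with mapping statistics from Samtools 1.9. The deposited signal values are gene counts that the authors divided by 1 DESeq2 size factor per library, and the mean of the 9 values stands beside them. The deposited log2 fold changes and their standard errors are the DESeq2 estimates of the authors, increased dose minus standard dose. The deposited score of each gene is the Wald statistic that the authors obtained from DESeq2. The deposited p-values and adjusted p-values are also those of the authors from DESeq2, with Benjamini-Hochberg adjustment and no value where DESeq2 gives none. A sheet of gene positions from Ensembl gave names and coordinates.

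The table held 35670 genes, of which 9458 had no read. In every library the values were whole multiples of the value of 1 read, which was 0.853 to 1.49 normalized counts, so reads were recovered by division. The precision of a count follows from this number of reads and covers counting error only. Genes without a name in the authors' table were named from the Ensembl name table (221 genes) or from the RefSeq gene on the same strand with a reciprocal overlap of at least 80% (646 genes). Genes of a family can share reads near their 3′ ends, so counts of paralogs are uncertain. XIST has no named gene in this annotation.

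Genes with a mean normalized count over 20 were tested with limma 3.58.1 (lmFit and eBayes with a mean-variance trend) on log2 of the normalized count plus 1, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes and list means were also tested with exact two-sided permutation tests over all splits of the libraries into 4 and 5. Lists of genes were tested with camera at an inter-gene correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over 47 lists. The estimated correlation was 0.962 for hepatocyte secreted proteins and 0.817 for hepatocyte markers, but 0.0719 for collagen and −0.0468 for vitamin D. Where it is far above 0.01, the p at 0.01 is too small. R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The samples were grouped only by dose, and the labels give no batch.

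Before the data were examined, 44 lists were fixed from general knowledge, 20 of pathways and 24 of cell type markers, and 6 more were taken from the paper's tables. The paper's tables had been read by then, so the lists are not independent of Supplementary Table S4, and some overlaps with it are given. The genes named in the text are those that the paper names from its mRNA-seq results, RXRA, VDR and 4 collagen genes, and the 4 members of each list with the highest mean normalized count, of which some are not reported here. The 10 genes with the largest increase and decrease past the threshold would have been named too, but no gene passed. PCK2 and MMUT, and LGMN among the higher genes of Supplementary Table S4, were named after their values were seen.

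The alternatives were pseudocounts of 0.5 and 5, no filter on low values or at least 10 in at least 4 libraries, robust variances, array weights, TMM factors, quantile normalization, edgeR and DESeq2 on the recovered reads, the authors' p-values adjusted over the genes kept, each library left out in turn, the level of hepatocyte markers as a covariate, permutation tests on normalized counts, the other set tests, and the hepatocyte markers outside Supplementary Table S4. DESeq2 and edgeR without each library, and limma and DESeq2 without standard dose replicates 9 and 41, were added after the results were seen. The test code was tested on simulated data. Bisulfite sequencing, quantitative PCR and plasma measurements are not analysed here, and overlaps with Supplementary Table S2 are not reported here.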

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

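The tests chosen only after the results were seen are the comparison of the hepatocyte markers with the median of all genes, also as a test of the size factors, the reading of the sex test by KDM5D, the relations between hepatocyte, skeletal muscle and Y-linked genes, the choice of lists outside the paper's pathways by their camera adjusted p, the draw of 100 splits with DESeq2, and the fits with DESeq2 or edgeR that leave out libraries. The tests of liver RNA in standard dose replicate 9 and of the dose were set before the data were examined, as were the first bounds for the size factors and for the sex of the animals.

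Markers of hepatocytes were lower at the increased dose, with an adjusted p of 2.05e-10 by camera with a preset correlation and of 0.327 with an estimated one, and the difference of their mean log2 level was −1.29; 7 of the 23 measured markers are in Supplementary Table S4, and the 16 others differed by −1.24. Most of the difference remained when the libraries were scaled in other ways. It was −1.13 (exact permutation p = 0.00794) with quantile normalization and −1.28 (p = 0.0159) with TMM factors. These are losses of 12.0% and 0.501%, where the bound set before, under 10% with both, was met with TMM factors alone. That bound therefore did not decide on the authors' size factors. The median log2 difference of all genes tested was 0.00844, but DESeq2 size factors bring it near 0 by design. It therefore cannot test them or another offset common to all genes. Standard dose replicate 9 had a normalized total of 6921192, and the other libraries had 4261473 to 5049294. RNA from liver tissue in standard dose replicate 9 is a candidate source of part of the difference, which without that library was −0.64 (exact permutation p = 0.0714), but ALB was still at 15861 ± 4419.7 normalized counts (SD, n = 5) in the increased-dose libraries. A lowering of hepatocyte genes by the dose cannot be told apart from it in these libraries, because 3 of the 4 standard-dose libraries lay above the highest increased-dose library, and standard dose replicate 17, at 9.89, lay below increased dose replicate 19, at 9.99. The paper reports lower ITIH2, TTPA and UGT1A6 by quantitative PCR in more animals, which is not analysed here.

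Y-linked genes had reads in all 9 libraries, with a camera adjusted p of 0.00745 between the doses (0.327 with an estimated correlation), in animals whose labels name females. If the libraries came from animals of both sexes, some would hold many reads of these genes and others a normalized count under 5. The lowest sum of EIF1AY, ZFY and KDM5D was 25.8 normalized counts, in increased dose replicate 51, with a 95% counting interval that starts at 16.7. All genes on chromosome Y together had 834 to 1641 normalized counts per library, so such sums are only a part. By the bound set before, sums over 20 in all 9 libraries would speak against animals of both sexes. That bound takes every read as one of chromosome Y, but KDM5D had 6 reads in standard dose replicate 9, 5 in replicate 17 and 0 in the other 7 libraries. Reads shared with copies on chromosome X, which were not tested, may raise the sums of females as well, so animals of both sexes cannot be told apart from such reads. SRY had 0 reads in all 9 libraries. Whether lung of males would hold any was not tested, so this count does not tell the sexes apart. Without standard dose replicate 9 the log2 fold changes were −1.39 for EIF1AY and −0.89 for ZFY.

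Hepatocyte, skeletal muscle and Y-linked genes went together over the 8 libraries other than standard dose replicate 9, and 3 relations were computed. For hepatocyte and skeletal muscle markers Pearson's r was 0.955 (exact permutation p = 0.000496, adjusted 0.00149) and Spearman's rho was 0.810 (exact permutation p = 0.0218), and without standard dose replicate 41 and increased dose replicate 59 r was 0.810 (exact permutation p = 0.0569). For hepatocyte and Y-linked genes r was 0.846 (exact permutation p = 0.00459, adjusted 0.00688; rho 0.833, p = 0.0154), and for skeletal muscle and Y-linked genes 0.760 (exact permutation p and adjusted p = 0.0258; rho 0.619, p = 0.115), and without the same 2 libraries 0.693 and 0.349 (exact permutation p = 0.129 and 0.494). RNA or reads of other tissues in differing amounts in all libraries may lie behind this, but without those 2 libraries, with 6 left, each r was lower and no p was under 0.05, and standard dose replicate 9, the highest for hepatocyte genes, was the lowest for 11 of 11 skeletal muscle markers. The permutations also ignored the dose. Over these 8 libraries the mean log2 level of the Y-linked genes was 4.72 to 5.62 at the standard dose and 3.79 to 4.15 at the increased dose. The relations with Y-linked genes may thus restate the difference between the doses. No batch is named in the labels, and a difference between the animals in what tissue was sampled stays open as untested.

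In 168 groups of 4 or 5 libraries, the highest or lowest library was compared with the others by the gap to its nearest neighbour as a share of the whole range, and 9 groups exceeded the 95% limit of Dixon's test, where chance alone gives about 1 in 20, or 8.40. Among the standard-dose libraries, replicate 9 was far above the others for retinoid metabolism (0.942 of the range) and heat shock genes (0.915). Standard dose replicate 41 was far below for markers of macrophages (0.870). Standard dose replicate 33 was far above for markers of mast cells (0.842) and far below for MIPEP (0.905). Among the increased-dose libraries, replicate 51 was far above for markers of type 1 pneumocytes (0.752), and replicate 19 for TTPA (0.712). Increased dose replicate 3 was far below for GLP2R (0.731) and ENSSSCG00000057577 (0.882).

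Gene lists outside the pathways that the paper discusses also had a camera adjusted p under 0.05 with a correlation of 0.01, and none of them did with an estimated correlation, where the smallest was 0.327, or with fry, where it was 0.190. Lower at the increased dose were hepatocyte secreted proteins (6.34e-13), bile acid synthesis and transport (4.74e-05), amino acid breakdown and urea cycle (1.52e-07) and gluconeogenesis and fructose metabolism (2.61e-05). Higher at the increased dose were immediate early genes (0.000134) and markers of type 1 pneumocytes (2.79e-05) and mast cells (0.00217). Markers of macrophages (0.00130) were also higher, and without standard dose replicate 41 their adjusted p was 0.0978. Markers of type 2 pneumocytes (0.00388) were higher too, and without standard dose replicate 9 their adjusted p was 0.0825. For markers of fibroblasts (0.0269) it was 0.0680 without standard dose replicate 41 and 0.0511 without increased dose replicate 59. For markers of endothelium (0.0456) it was 0.228 without standard dose replicate 9 and 0.193 without 41, and 0.0647, 0.0504 and 0.105 without increased dose replicates 3, 19 and 27.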

How the results depend on the processing

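The fits with DESeq2 or edgeR that leave out libraries, and those without standard dose replicates 9 and 41 together, were chosen after the results were seen. The other alternatives were set before the data were examined. No paired analysis was possible because the groups share no replicate numbers.

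The number of genes called by limma was 0 with a pseudocount of 0.5 or 5, either other filter on low values, robust variances, TMM factors, quantile normalization, the hepatocyte covariate and without any 1 library, and edgeR also called 0. At an unadjusted p under 0.05 limma had 1514 genes and edgeR 1871. Array weights gave 2 genes, DESeq2 195, the authors' p-values adjusted over the genes kept 240, and DESeq2 without standard dose replicates 9 and 41 10. The cause was not tested. Leaving out 1 library gave 0 to 702 genes over limma, edgeR and DESeq2, the highest with DESeq2 without standard dose replicate 33, while DESeq2 gave 10 without standard dose replicate 9, 540 without 17, 61 without 41, 34 without increased dose replicate 3, 16 without 27 and 6 without 51 or 59. Of the genes of Supplementary Table S4, array weights called 2, DESeq2 195, the authors' p-values 195 and DESeq2 without standard dose replicates 9 and 41 5, with 0 to 184 without 1 library. Of the genes of Table 1, DESeq2 and the authors' p-values called 11, with 0 to 11 without 1 library. By the exact permutation test 11 genes of Table 1 had a p under 0.05, 4 to 11 without 1 library and 3 without standard dose replicates 9 and 41, where fewer libraries also leave fewer splits.

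Of the gene lists, 25 passed camera, 11 with the hepatocyte covariate, 0 with an estimated correlation and 0 with fry, and 22 to 32 under the other settings run. The markers of hepatocytes were lower under every setting run, with a difference in mean log2 level of −1.62 to −0.64 without 1 library and −0.36 without standard dose replicates 9 and 41. Their camera adjusted p was 0.622 with the covariate, 0.327 with an estimated correlation and 0.190 with fry. The direction was opposite, with these adjusted p-values, under the covariate for complement components (0.622), gluconeogenesis and fructose metabolism (0.838), serine, glycine and one-carbon metabolism (0.622), markers of type 2 pneumocytes (0.622) and markers of endothelium (0.886), and without standard dose replicates 9 and 41 for markers of endothelium (0.566). Of the 24 other lists that passed, the covariate left 3 past the threshold in the same direction.

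For the named genes, 6752 log2 fold changes were computed under other settings. Of these 6188 had the same sign and the same side of the threshold, 250 passed it with DESeq2, on all libraries or without some of them, or with the authors' p-values, and 314 had the opposite sign. The cause of the changes of sign was not tested. With the hepatocyte marker level as a covariate, which is circular for the members of that list, the sign was opposite for ENSSSCG00000018197 (0.59), HSD17B6 (0.048), BHMT (0.028), SERPINC1 (0.065), COL4A1 (−0.10), PCK2 (0.0025), HPX (0.13), PLG (0.062), C3 (0.17), C1S (0.40), CFB (0.044), C1R (0.17), SLC27A5 (0.23), FBP1 (0.30), DHRS3 (0.058), GC (0.031), CD14 (0.34), FN1 (0.11), TIMP3 (−0.088), CCN2 (−0.021), LAMP1 (0.80), NPC2 (−0.39), HSPB1 (0.45), HSPA5 (0.64), MCM4 (−0.027), COX4I1 (0.35), COX5B (0.37), RPL37 (−0.29), VIL1 (0.23), CPA1 (0.51), CLIC5 (−0.079), SFTPA1 (−0.036), SFTPC (−0.26), SFTPD (−0.34), SLC34A2 (−0.30), TPPP3 (−0.47), ESAM (−0.31), CLDN5 (−0.34), COL1A2 (−0.0097), DCN (−0.29), MYH11 (−0.058), LCN2 (−0.43), CCL5 (0.22), GNLY (0.12), MS4A1 (−0.36), KIT (−0.090), ALAS2 (0.26), AHSP (0.10), UPK3B (−0.036) and LIPE (−0.22). With limma without standard dose replicates 9 and 41, the sign was opposite for RPS29 (−0.10), TIMP3 (−0.12), TIMP2 (−0.10), LAMP1 (0.056), HSPB1 (0.061), HSPA5 (0.10), PCNA (−0.13), TOP2A (−0.031), MCM4 (−0.21), RPL37 (−0.24), CPA1 (0.00031), TPPP3 (−0.37), PECAM1 (−0.076), ESAM (−0.32), CLDN5 (−0.31), PROX1 (0.045), DCN (−0.17), LCN2 (−0.13), MS4A1 (−0.28), KIT (−0.15), HBB (−0.44) and LIPE (−0.19). With DESeq2 without standard dose replicates 9 and 41, the sign was opposite for RPS29 (−0.046), TIMP3 (−0.13), TIMP2 (−0.081), LAMP1 (0.069), HSPB1 (0.12), HSPA5 (0.11), PCNA (−0.12), TOP2A (−0.029), MCM4 (−0.18), RPL37 (−0.21), CPA1 (0.91), TPPP3 (−0.31), PECAM1 (−0.049), ESAM (−0.29), CLDN5 (−0.23), PROX1 (0.059), MS4A1 (−0.25), KIT (−0.092), HBB (−0.60) and LIPE (−0.14). With array weights, the sign was opposite for IFI6 (−0.027), HSPB1 (0.012), HSPA5 (0.15), TOP2A (−0.076), MCM4 (−0.18), RPL37 (−0.15), VIL1 (0.088), TPPP3 (−0.28), ESAM (−0.13), CLDN5 (−0.30), LCN2 (−0.085), MS4A1 (−0.15), HBB (−0.56) and LIPE (−0.21). With quantile normalization, the sign was opposite for CTSS (0.046), HSPA5 (0.19), ACTA1 (0.47), CKM (0.0069), MYH4 (0.047), SCGB3A2 (0.013), DES (0.00028) and ALAS2 (0.039). With the authors' own fold changes, the sign was opposite for CPA1 (0.78) and HBB (−0.25). With DESeq2 on the recovered reads, the sign was opposite for CPA1 (0.78) and HBB (−0.25). With edgeR on the recovered reads, the sign was opposite for CPA1 (0.79) and HBB (−0.23). With a pseudocount of 0.5, the sign was opposite for AHSP (0.026).

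Leaving out 1 library, over limma, edgeR and DESeq2, changed the sign for 38 genes, here with their lowest and highest log2 fold changes: ACTA1 (−0.88 to 0.14), ACTC1 (−0.86 to 0.45), AHSP (−1.18 to 0.59), ALAS2 (−0.42 to 0.23), BPIFB1 (−2.39 to 0.28), CCL5 (−0.70 to 0.20), CKM (−0.81 to 0.15), CLDN5 (−0.084 to 0.56), COL1A1 (−0.11 to 0.32), COL5A1 (−0.025 to 0.30), COX5B (−1.07 to 0.016), CPA1 (−0.79 to 1.12), DES (−0.50 to 0.21), ESAM (−0.091 to 0.49), FMO1 (−0.084 to 0.26), GNLY (−0.39 to 0.41), HBB (−0.58 to 0.53), HSP90AA1 (−0.069 to 0.20), HSPA5 (−0.62 to 0.40), HSPB1 (−1.15 to 0.12), IFI6 (−0.47 to 0.83), LAMP1 (−2.07 to 0.22), LCN2 (−0.19 to 0.30), LIPE (−0.11 to 0.29), MYH4 (−0.81 to 0.19), MYH7 (−0.79 to 0.22), MYL2 (−0.70 to 0.34), NKG7 (−0.13 to 0.73), NPC2 (−0.15 to 0.98), PLIN4 (−0.43 to 0.064), RPL37 (−0.051 to 0.41), RSPH1 (−0.87 to 0.028), SCGB3A2 (−0.43 to 0.37), SLC12A1 (−0.024 to 0.41), TFF3 (−0.78 to 0.13), TNNT3 (−0.76 to 0.17), TOP2A (−0.050 to 0.36) and TPPP3 (−0.15 to 0.45).

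Depth limits what can be seen of genes with few reads: 1 read was worth 0.853 to 1.49 normalized counts, and genes with a mean of 20 or less were not tested. In the fits without standard dose replicate 9, genes such as EXTL1 and GLP2R were below that mean and gave no value.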

Differences from the paper's values

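At the paper's thresholds, an adjusted p under 0.05 and a base mean over 20, the paper gives 195 differentially expressed genes, 168 lower and 27 higher, and limma gave 0, with 0 lower and 0 higher (1514 genes at an unadjusted p under 0.05). Of the paper's 11 genes of Table 1, all of which it calls, limma called 0. The paper also reports quantitative PCR, not analysed here, in the sequenced animals and further ones. By it the paper found ITIH2, TTPA and UGT1A6 significantly lower at the increased dose, while the decrease of KLHL3 was not significant. Of the 21 alternatives set before the data were examined, only DESeq2 on the recovered reads, the paper's own tool, and the authors' p-values adjusted over the genes kept came close to the paper's counts. DESeq2 gave 195 genes, 168 lower and 27 higher, and the authors' p-values gave 240, 207 lower and 33 higher. Both called the 11 genes of Table 1. The other 19, among them edgeR (1871 genes at an unadjusted p under 0.05), TMM factors, quantile normalization and leaving out each library in turn with limma, gave 0 genes, or 2 with array weights, and 0 of Table 1. In the fits added after the results were seen, DESeq2 without 1 library gave 6 to 702 genes.

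For each gene named next, limma on log2 values with a pseudocount of 1 gave a log2 fold change that differs from the paper's by more than the larger of both errors, and for each edgeR, DESeq2 and the authors' own fold changes closed the difference. These compare group mean counts, in which 1 high library weighs more than in the mean log2 values that limma compares, so the measures are unlike. The DESeq2 fold changes equal the authors' to within 1.3e-09, so their closing of the difference was fixed in advance. For EXTL1 the paper's log2 fold change is −4.04 and limma gave −2.887, a difference that also closed without standard dose replicate 17, 33 or 41 and without increased dose replicate 3 or 59; 12 of 20 alternatives kept it. For ENSSSCG00000057577 the paper's log2 fold change is −3.619 and limma gave −2.566, a difference that also closed without standard dose replicate 17 or 33 and without increased dose replicate 27, 51 or 59; 12 of 20 alternatives kept it. For GLP2R the paper's log2 fold change is −3.36 and limma gave −2.388, a difference that also closed with a pseudocount of 0.5, quantile normalization, without standard dose replicate 17, 33 or 41 and without increased dose replicate 19, 27, 51 or 59; 7 of 19 alternatives kept it. For ENSSSCG00000042623 the paper's log2 fold change is −3.051 and limma gave −2.353, a difference that also closed with a pseudocount of 0.5, quantile normalization, without standard dose replicate 17, 33 or 41 and without increased dose replicate 3, 19, 51 or 59; 9 of 21 alternatives kept it. For ITIH2 the paper's log2 fold change is −2.164 and limma gave −1.602, a difference that also closed without standard dose replicate 17, 33 or 41 and without increased dose replicate 3, 19 or 27; 12 of 21 alternatives kept it. For HSD17B6 the paper's log2 fold change is −1.796 and limma gave −1.253, a difference that also closed without standard dose replicate 17 or 33 and without increased dose replicate 3, 19 or 27; 13 of 21 alternatives kept it. For HDLBP the paper's log2 fold change is −2.089 and limma gave −1.415, a difference that also closed without standard dose replicate 17 or 33; 16 of 21 alternatives kept it. For BHMT the paper's log2 fold change is −2.227 and limma gave −1.481, a difference that also closed without standard dose replicate 17 or 33; 16 of 21 alternatives kept it. For ENSSSCG00000018197 the paper's log2 fold change in Supplementary Table S4 is −3.423 and limma gave −1.157, and no further alternative closed the difference; 16 of 19 alternatives kept it.

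For SCPEP1 the paper's text gives a log2 fold change of −3.091, and limma gave 2.756, with higher counts at the increased dose. Under 20 of 20 alternatives the sign remained positive, and the paper's Supplementary Table S4 gives the paper's value of 3.091, which does not differ from that of limma. For ENSSSCG00000018197 the paper's text prints a value without a decimal point, and the value of Supplementary Table S4 was used.

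The log2 fold changes of NPC1L1, SCEL, CYP3A22, TTPA, SHMT1, MIPEP, PSMA1, KLHL3, UGT1A6, FGA, FGB, FGG, SERPINC1, F2 and PSAT1 do not differ from the paper's by more than the larger of both errors. The paper's discussion describes the sequenced samples as coming from males, while its methods and the sample labels name females. Reads of Y-linked genes were present in all 9 libraries, with 25.8 to 322 normalized counts for EIF1AY, ZFY and KDM5D together and 0 reads of SRY. It was not tested whether lung of males would hold reads of SRY, so its count does not settle the sex.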

Other observations

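The fits with DESeq2 or edgeR that leave out libraries, and the choice of which lists to compare with the paper's pathways, were made after the results were seen. The 100 splits with DESeq2 were drawn after a first draw of 40 had been seen. The other splits of the libraries, the gene lists and their tests were set before the data were examined. Over all genes tested, limma and edgeR called 0 genes of the lists below. Standard errors and unadjusted p-values are those of limma. Where no count adjusted over the list alone or by DESeq2 is given, it was 0, as was any count of the other direction.

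Genes of bile acid synthesis and transport had lower mean expression at the increased dose. SLC27A5, a bile acid ligase gene, had a log2 fold change of −1.93 (standard error 0.79), SLCO1B3, an uptake carrier of the liver, of −1.30 (standard error 0.44), ABCB11, the bile salt export pump, of −1.04 (standard error 0.42) and ABCC2, an export pump, of −1.37 (standard error 0.42). Bile acid genes had a median of −1.18 over 12 measured genes, 11 of them negative, with 7 lower at an unadjusted p under 0.05, 3 lower when adjusted over the list alone and 4 lower by DESeq2. Bile acid genes had a camera adjusted p of 4.74e-05, or 0.340 with an estimated correlation. For ABCB11 the normalized count was 858 ± 661 (SD, n = 4) at the standard dose and 365 ± 147 (SD, n = 5) at the increased dose. Among genes of amino acid breakdown and the urea cycle, CPS1, the first enzyme of the urea cycle, had a log2 fold change of −1.23 (standard error 0.47), TDO2, a tryptophan dioxygenase, of −1.05 (standard error 0.40) and ASS1, argininosuccinate synthase, of −1.22 (standard error 0.39). Amino acid and urea cycle genes had a median of −1.22 over 17 measured genes, 16 of them negative, with 12 lower at an unadjusted p under 0.05, 3 lower when adjusted over the list alone and 3 lower by DESeq2. Amino acid and urea cycle genes had a camera adjusted p of 1.52e-07, or 0.327 with an estimated correlation. In gluconeogenesis and fructose metabolism FBP1, fructose bisphosphatase, had a log2 fold change of −0.999 (standard error 0.51) and GYS2, a glycogen synthase, of −1.65 (standard error 0.59). Standard dose replicate 9 was the highest library for 11 of 12 bile acid genes, 16 of 17 amino acid and urea cycle genes and 10 of 10 genes of gluconeogenesis, and without it the differences in mean log2 level went from −1.03 to −0.52, from −1.19 to −0.56 and from −1.21 to −0.51. The adjusted p-values of the lists drawn from the paper's own tables, which are not independent evidence and leave out 1 or 2 genes given by locus number in each list other than blood coagulation and Table 1, were 1.72e-07 for chemical carcinogenesis, 2.29e-07 for retinol metabolism, 4.36e-07 for blood coagulation, 5.14e-07 for xenobiotics by cytochrome P450, 0.000777 for glycine, serine and threonine metabolism and 5.54e-06 for Table 1, and 0.327 for each with an estimated correlation.

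Surfactant genes, the markers of type 2 pneumocytes, had higher mean expression at the increased dose. SFTPC, surfactant protein C, had a log2 fold change of 0.70 (standard error 0.45), SFTPA1, surfactant protein A, of 0.78 (standard error 0.40), SFTPD, surfactant protein D, of 0.69 (standard error 0.45) and SLC34A2, a phosphate carrier, of 0.82 (standard error 0.45). Type 2 pneumocyte markers had a median of 0.69 over 10 measured genes, 1 of them negative, with 2 higher at an unadjusted p under 0.05, 1 higher when adjusted over the list alone. Type 2 pneumocyte markers had a camera adjusted p of 0.00388, or 0.340 with an estimated correlation. For SFTPC the normalized count was 4382 ± 2413 (SD, n = 4) at the standard dose and 5945 ± 1378 (SD, n = 5) at the increased dose. Among type 1 pneumocyte markers RTKN2 had a log2 fold change of 1.11 (standard error 0.47) and PDPN, podoplanin, of 1.11 (standard error 0.34), and standard dose replicate 9 was the lowest library for 7 of these 10 and for 8 of 10 type 2 markers. Without that library the difference in mean log2 level of the type 2 markers went from 0.60 to 0.24. Among markers of club and secretory cells, SCGB1A1, uteroglobin, had a log2 fold change of −1.18 (standard error 1.23), SCGB3A1, a secretoglobin, of −1.64 (standard error 0.72), SCGB3A2, a secretoglobin, of −0.03 (standard error 0.44) and BPIFB1, an airway defence protein, of −0.85 (standard error 0.86). Club and secretory cell markers had a median of −1.01 over 6 measured genes, 5 of them negative, with 1 lower at an unadjusted p under 0.05. Club and secretory cell markers had a camera adjusted p of 0.144, or 0.462 with an estimated correlation. Among markers of ciliated cells, TPPP3, a microtubule protein, had a log2 fold change of 0.24 (standard error 0.37), RSPH1, a radial spoke protein, of −0.41 (standard error 0.55), DNAH9, an axonemal dynein, of −0.74 (standard error 0.41) and CFAP52, a cilium protein, of −0.52 (standard error 0.50). Ciliated cell markers had a median of −0.52 over 7 measured genes, 5 of them negative, with 0 lower and 0 higher at an unadjusted p under 0.05. Ciliated cell markers had a camera adjusted p of 0.138, or 0.530 with an estimated correlation. Among markers of basal and squamous cells, KRT5, a basal keratin, had a log2 fold change of −1.79 (standard error 0.71) and KRT4, a squamous keratin, of −1.34 (standard error 0.89). Basal and squamous cell markers had a median of −1.57 over 2 measured genes, 2 of them negative, with 1 lower at an unadjusted p under 0.05 and 1 lower by DESeq2. Basal and squamous cell markers had a camera adjusted p of 0.0515, or 0.327 with an estimated correlation. Among markers of mesothelium, UPK3B, a uroplakin, had a log2 fold change of 0.64 (standard error 0.36) and KRT7, a keratin, of 1.03 (standard error 0.41). Mesothelium markers had a median of 0.84 over 2 measured genes, 0 of them negative, with 1 higher at an unadjusted p under 0.05. Mesothelium markers had a camera adjusted p of 0.0580, or 0.327 with an estimated correlation.

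Among markers of endothelium, PECAM1, an adhesion protein of endothelium, had a log2 fold change of 0.36 (standard error 0.26), THBD, thrombomodulin, of 1.10 (standard error 0.27), ESAM, an adhesion protein, of 0.24 (standard error 0.31) and CLDN5, a tight junction protein, of 0.28 (standard error 0.39). Endothelium markers had a median of 0.38 over 12 measured genes, 3 of them negative, with 2 higher at an unadjusted p under 0.05, 1 higher when adjusted over the list alone and 1 higher by DESeq2. Endothelium markers had a camera adjusted p of 0.0456, or 0.460 with an estimated correlation. For PECAM1 the normalized count was 1773 ± 602 (SD, n = 4) at the standard dose and 2204 ± 410.2 (SD, n = 5) at the increased dose. The difference in mean log2 level of the endothelium markers was 0.33, and 0.20 and 0.18 without standard dose replicates 9 and 41 in turn. Among markers of lymphatic endothelium, LYVE1, a hyaluronan receptor, had a log2 fold change of 0.82 (standard error 0.42), TFF3, a trefoil factor, of −0.40 (standard error 0.50), PROX1, a transcription factor, of −0.98 (standard error 0.45) and CCL21, a chemokine, of −0.82 (standard error 0.39). Lymphatic endothelium markers had a median of −0.40 over 7 measured genes, 5 of them negative, with 2 lower at an unadjusted p under 0.05. Lymphatic endothelium markers had a camera adjusted p of 0.159, or 0.340 with an estimated correlation. Among markers of fibroblasts, DCN, decorin, had a log2 fold change of 0.52 (standard error 0.52) and COL1A2, a collagen chain, of 0.31 (standard error 0.27). Fibroblast markers had a median of 0.33 over 12 measured genes, 1 of them negative, with 1 higher at an unadjusted p under 0.05. Fibroblast markers had a camera adjusted p of 0.0269, or 0.327 with an estimated correlation. Among markers of smooth muscle and pericytes, DES, desmin, had a log2 fold change of −0.08 (standard error 0.38), TAGLN, transgelin, of 0.38 (standard error 0.32) and MYH11, smooth muscle myosin, of 0.43 (standard error 0.38). Smooth muscle and pericyte markers had a median of 0.28 over 10 measured genes, 2 of them negative, with 1 higher at an unadjusted p under 0.05. Smooth muscle and pericyte markers had a camera adjusted p of 0.127, or 0.575 with an estimated correlation. In fibrosis signalling TIMP3, an inhibitor of metalloproteinases, had a log2 fold change of 0.58 (standard error 0.35) and TIMP2, another, of 0.48 (standard error 0.30).

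Macrophage genes had higher mean expression at the increased dose, and C1QA, a chain of the first complement component, had a log2 fold change of 0.63 (standard error 0.45) and FABP5, a fatty acid binding protein, of 1.22 (standard error 0.45). Macrophage markers had a median of 0.81 over 14 measured genes, 2 of them negative, with 5 higher at an unadjusted p under 0.05. Macrophage markers had a camera adjusted p of 0.00130, or 0.342 with an estimated correlation. For C1QA the normalized count was 2828 ± 1485 (SD, n = 4) at the standard dose and 3606 ± 525 (SD, n = 5) at the increased dose. The difference in mean log2 level of the macrophage markers was 0.61, and 0.23 without standard dose replicate 41. Among markers of neutrophils, S100A8, a calcium-binding alarmin, had a log2 fold change of 1.02 (standard error 0.44), S100A12, a related alarmin, of 1.02 (standard error 0.44), LCN2, lipocalin 2, of 0.06 (standard error 0.37) and CXCR2, a chemokine receptor, of 0.80 (standard error 0.40). Neutrophil markers had a median of 0.48 over 7 measured genes, 1 of them negative, with 2 higher at an unadjusted p under 0.05. Neutrophil markers had a camera adjusted p of 0.0586, or 0.348 with an estimated correlation. Among markers of T and NK cells, CCL5, a chemokine, had a log2 fold change of −0.13 (standard error 0.45), NKG7, a granule protein, of 0.43 (standard error 0.40), GNLY, granulysin, of −0.09 (standard error 0.48) and CD2, an adhesion receptor, of −0.39 (standard error 0.24). T and NK cell markers had a median of 0.17 over 13 measured genes, 5 of them negative, with 0 lower and 0 higher at an unadjusted p under 0.05. T and NK cell markers had a camera adjusted p of 0.642, or 0.757 with an estimated correlation. Among markers of B and plasma cells, XBP1, a transcription factor, had a log2 fold change of 0.34 (standard error 0.21), JCHAIN, the joining chain of antibodies, of 0.31 (standard error 0.25), MS4A1, the CD20 antigen, of 0.37 (standard error 0.40) and TNFRSF17, a receptor of plasma cells, of −0.36 (standard error 0.44). B and plasma cell markers had a median of 0.34 over 7 measured genes, 2 of them negative, with 0 lower and 0 higher at an unadjusted p under 0.05. B and plasma cell markers had a camera adjusted p of 0.450, or 0.711 with an estimated correlation. Among markers of mast cells, MS4A2, a chain of the IgE receptor, had a log2 fold change of 0.99 (standard error 0.42), FCER1A, another chain, of 1.97 (standard error 0.65) and GATA2, a transcription factor, of 0.78 (standard error 0.26). Mast cell markers had a median of 0.98 over 5 measured genes, 0 of them negative, with 3 higher at an unadjusted p under 0.05, 2 higher when adjusted over the list alone. Mast cell markers had a camera adjusted p of 0.00217, or 0.327 with an estimated correlation. Among markers of erythroid cells, HBB, beta globin, had a log2 fold change of 0.10 (standard error 0.48), ALAS2, an enzyme of haem synthesis, of −0.03 (standard error 0.36) and AHSP, a globin chaperone, of −0.02 (standard error 0.80). Erythroid markers had a median of −0.02 over 3 measured genes, 2 of them negative, with 0 lower and 0 higher at an unadjusted p under 0.05. Erythroid markers had a camera adjusted p of 0.979, or 0.987 with an estimated correlation. Among interferon response genes, IFI6, an interferon-induced gene, had a log2 fold change of 0.06 (standard error 0.54), MX2, an antiviral GTPase, of 0.37 (standard error 0.37) and IFI44L, an interferon-induced gene, of 0.60 (standard error 0.35). Interferon response genes had a median of 0.23 over 16 measured genes, 3 of them negative, with 1 higher at an unadjusted p under 0.05. Interferon response genes had a camera adjusted p of 0.0821, or 0.575 with an estimated correlation.

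Immediate early genes had higher mean expression at the increased dose, and EGR1, a transcription factor, had a log2 fold change of 1.42 (standard error 0.46), JUN, a part of AP-1, of 0.72 (standard error 0.36), DUSP1, a phosphatase of MAP kinases, of 0.65 (standard error 0.31) and NR4A1, an orphan receptor, of 0.75 (standard error 0.39). Immediate early genes had a median of 0.70 over 16 measured genes, 1 of them negative, with 5 higher at an unadjusted p under 0.05. Immediate early genes had a camera adjusted p of 0.000134, or 0.340 with an estimated correlation. For EGR1 the normalized count was 940.1 ± 499 (SD, n = 4) at the standard dose and 2565 ± 1203 (SD, n = 5) at the increased dose. Among heat shock genes, HSPA8, a chaperone, had a log2 fold change of 0.996 (standard error 0.35), HSP90AA1, a chaperone, of 0.04 (standard error 0.28), HSPB1, a small heat shock protein, of −0.53 (standard error 0.46) and HSPA5, a chaperone of the endoplasmic reticulum, of −0.07 (standard error 0.40). Heat shock genes had a median of 0.13 over 12 measured genes, 5 of them negative, with 2 higher at an unadjusted p under 0.05. Heat shock genes had a camera adjusted p of 0.364, or 0.754 with an estimated correlation. Among lysosome genes, LAMP1, a membrane protein, had a log2 fold change of −0.69 (standard error 0.63), CTSS, cathepsin S, of −0.16 (standard error 0.23), PSAP, prosaposin, of 0.70 (standard error 0.38) and NPC2, a cholesterol carrier, of 0.57 (standard error 0.49). Lysosome genes had a median of 0.26 over 25 measured genes, 10 of them negative, with 5 higher at an unadjusted p under 0.05, 1 higher when adjusted over the list alone and 1 higher by DESeq2. Lysosome genes had a camera adjusted p of 0.0810, or 0.460 with an estimated correlation. Among cell cycle genes, PCNA, the sliding clamp of replication, had a log2 fold change of 0.69 (standard error 0.37), TOP2A, a topoisomerase, of 0.21 (standard error 0.28), MCM4, a helicase subunit, of 0.26 (standard error 0.32) and MCM6, a helicase subunit, of 0.56 (standard error 0.27). Cell cycle genes had a median of 0.24 over 12 measured genes, 3 of them negative, with 1 higher at an unadjusted p under 0.05. Cell cycle genes had a camera adjusted p of 0.0977, or 0.530 with an estimated correlation. Among nuclear genes of oxidative phosphorylation, COX4I1, a subunit of cytochrome c oxidase, had a log2 fold change of −0.70 (standard error 0.44), COX6C, another, of 0.56 (standard error 0.28), COX5B, another, of −0.52 (standard error 0.40) and SDHC, a subunit of succinate dehydrogenase, of −0.29 (standard error 0.20). Oxidative phosphorylation genes had a median of 0.01 over 25 measured genes, 12 of them negative, with 1 lower and 1 higher at an unadjusted p under 0.05. Oxidative phosphorylation genes had a camera adjusted p of 0.830, or 0.939 with an estimated correlation. Among genes of cytosolic ribosomal proteins, RPL37, a large-subunit protein, had a log2 fold change of 0.24 (standard error 0.31). Ribosomal protein genes had a median of 0.22 over 31 measured genes, 11 of them negative, with 0 lower and 0 higher at an unadjusted p under 0.05. Ribosomal protein genes had a camera adjusted p of 0.171, or 0.757 with an estimated correlation. RPS29, which belongs to the same list, had 13723 ± 7305 against 19258 ± 6070.1 normalized counts (SD, n = 4 and n = 5), a log2 fold change of 0.62 (standard error 0.39) and an exact permutation p of 0.206.

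Skeletal muscle genes had a wide spread between the animals of each group. ACTA1, skeletal actin, had a log2 fold change of −0.29 (standard error 0.52), CKM, creatine kinase of muscle, of −0.26 (standard error 0.48), MYH4, a fast myosin, of −0.24 (standard error 0.48) and TNNT3, a troponin, of −0.24 (standard error 0.47). Skeletal muscle markers had a median of −0.24 over 11 measured genes, 11 of them negative, with 0 lower and 0 higher at an unadjusted p under 0.05. Skeletal muscle markers had a camera adjusted p of 0.209, or 0.754 with an estimated correlation. For ACTA1 the normalized count was 96343 ± 68232 (SD, n = 4) at the standard dose and 66272 ± 24056 (SD, n = 5) at the increased dose. Among markers of heart muscle, MYH7, a slow myosin, had a log2 fold change of −0.20 (standard error 0.45), MYL2, a myosin light chain, of −0.13 (standard error 0.49), TNNI3, cardiac troponin I, of −0.89 (standard error 0.39) and ACTC1, cardiac actin, of −0.06 (standard error 0.63). Heart muscle markers had a median of −0.13 over 5 measured genes, 5 of them negative, with 1 lower at an unadjusted p under 0.05. Heart muscle markers had a camera adjusted p of 0.362, or 0.711 with an estimated correlation. Among markers of adipocytes, GPD1, glycerol phosphate dehydrogenase, had a log2 fold change of −1.02 (standard error 0.30), PNPLA2, a lipase, of 0.21 (standard error 0.21), LIPE, a lipase, of 0.13 (standard error 0.30) and PLIN4, a lipid droplet protein, of −0.23 (standard error 0.33). Adipocyte markers had a median of 0.17 over 6 measured genes, 2 of them negative, with 1 lower at an unadjusted p under 0.05, 1 lower when adjusted over the list alone. Adipocyte markers had a camera adjusted p of 0.854, or 0.876 with an estimated correlation. Among markers of intestinal epithelium, APOA4, an apolipoprotein, had a log2 fold change of −1.89 (standard error 0.72) and VIL1, villin, of −1.21 (standard error 0.85). Intestinal epithelium markers had a median of −1.21 over 3 measured genes, 3 of them negative, with 1 lower at an unadjusted p under 0.05. Intestinal epithelium markers had a camera adjusted p of 0.0821, or 0.327 with an estimated correlation. For markers of kidney tubule and of pancreatic acinar cells 1 gene each was measured, SLC12A1 with a log2 fold change of 0.21 (standard error 0.42) and CPA1 with −0.29 (standard error 0.95), and for markers of cartilage 0, so these lists had no set test.

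The libraries were also split into 4 and 5 in other ways, with 100 splits drawn, the real one included. With limma 0 genes passed in the real split and at most 0 in the others, for all genes and for Supplementary Table S4, so the 100 of 100 splits with as many say nothing about chance. At an unadjusted p under 0.05 the real split had 1514 genes and the others 159 to 1707, with 2 as large as the real one. For the camera p of the hepatocyte markers, 7 of 100 splits were as small as the real 1.31e-11, the smallest of the others being 3.83e-13, and for the number of lists past camera 23 of 100 were as large as the real 25, with a highest of 30 in the others, so chance was excluded for neither. With DESeq2 the real split called 195 genes, and 2 of 100 splits, itself included, called as many, a share under 5%, with a highest of 328 in the other, which sets standard dose replicates 9, 17 and 41 and increased dose replicate 19 against the rest. In the first draw of 40 splits at least 2, the real one included, had as many genes, as counted over the 31 splits in both draws. That is not under 5% of the first draw, and the later draw was made after the first had been seen. Chance was therefore not excluded for the DESeq2 count either.

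On simulated reads of 4 and 5 libraries, with the spread of genes estimated from the data and 200 of the genes changed, limma found 74.5% of the changes at a log2 fold change of 2 and 0% at 1, edgeR 77.5% and 0%, and DESeq2 85.5% and 18.5%. Genes called that had not been changed numbered 7 and 0 with limma, 7 and 0 with edgeR, and 26 and 20 with DESeq2, against 171 and 37 changed genes that DESeq2 found. With one fixed small spread for all genes instead, limma found 71.5%, edgeR 74.5% and DESeq2 74.5% at 1 and each found 100% at 2, with 6, 6 and 8 unchanged genes called at 1 and 10, 11 and 19 at 2.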
